# RBFOX splicing factors contribute to a broad but selective recapitulation of peripheral tissue splicing patterns in the thymus

**DOI:** 10.1101/gr.275245.121

**Published:** 2021-11

**Authors:** Kathrin Jansen, Noriko Shikama-Dorn, Moustafa Attar, Stefano Maio, Maria Lopopolo, David Buck, Georg A. Holländer, Stephen N. Sansom

## Abstract

Thymic epithelial cells (TEC) control the selection of a T cell repertoire reactive to pathogens but tolerant of self. This process is known to involve the promiscuous expression of virtually the entire protein-coding gene repertoire, but the extent to which TEC recapitulate peripheral isoforms, and the mechanisms by which they do so, remain largely unknown. We performed the first assembly-based transcriptomic census of transcript structures and splicing factor (SF) expression in mouse medullary TEC (mTEC) and 21 peripheral tissues. Mature mTEC expressed 60.1% of all protein-coding transcripts, more than was detected in any of the peripheral tissues. However, for genes with tissue-restricted expression, mTEC produced fewer isoforms than did the relevant peripheral tissues. Analysis of exon inclusion revealed an absence of brain-specific microexons in mTEC. We did not find unusual numbers of novel transcripts in TEC, and we show that *Aire*, the facilitator of promiscuous gene expression, promotes the generation of long “classical” transcripts (with 5′ and 3′ UTRs) but has only a limited impact on alternative splicing in mTEC. Comprehensive assessment of SF expression in mTEC identified a small set of nonpromiscuously expressed SF genes, among which we confirmed RBFOX to be present with AIRE in mTEC nuclei. Using a conditional loss-of-function approach, we show that *Rbfox2* promotes mTEC development and regulates the alternative splicing of promiscuously expressed genes. These data indicate that TEC recommission a small number of peripheral SFs, including members of the RBFOX family, to generate a broad but selective representation of the peripheral splice isoform repertoire.

T cells are essential for the generation and resolution of an adaptive immune response because they are uniquely able to distinguish between benign self and harmful non-self-antigens. Because T cell antigen receptor (TCR) specificity is generated pseudorandomly, the functional utility and self-reactivity of TCRs must be screened during T cell development in the thymus (Klein et al. 2014). This process is critically dependent on different thymic stromal cells such as thymic epithelial cells (TECs) (Abramson and Anderson 2017). In an initial round of positive selection, cortical TEC (cTEC) positively select developing T cells (thymocytes) that express TCRs of sufficient affinity for self-MHC (Klein et al. 2014). Subsequently, both cTEC and medullary TEC (mTEC) deplete thymocytes that display TCRs with high affinity for self-antigens, a process designated thymocyte negative selection. In addition, mTEC divert a subset of self-reactive T cells to a natural T regulatory cell (nTreg) fate (Stritesky et al. 2012).

To achieve thymocyte negative selection, TEC express and present a molecular mirror of an individual's self-antigens to maturing thymocytes. This process of promiscuous gene expression (PGE) is essential for the avoidance of autoimmunity and involves transcription of ∼89% of protein-coding genes by the TEC population (Sansom et al. 2014; Abramson and Anderson 2017). The mechanisms by which TEC defy developmental and tissue-specific transcriptional controls to achieve PGE are only incompletely deciphered (Abramson and Goldfarb 2016), although the autoimmune regulator (AIRE) (Sansom et al. 2014) and the transcription factor FEZF2 (Takaba et al. 2015) together with the chromatin remodeler CHD4 (Tomofuji et al. 2020) are known to enable PGE. Comprehensiveness of self-representation by TEC cannot, however, be measured by gene number alone because self-peptidome diversity is elaborated by alternative mRNA splicing (Anderson et al. 2000; Klein et al. 2000; Wang and Burge 2008), expression of “untranslated” regions (Starck and Shastri 2016), RNA-editing (Danan-Gotthold et al. 2016), proteasome-mediated splicing (Granados et al. 2015), and posttranslational modifications (Raposo et al. 2018). In particular, alternative mRNA splicing greatly increases the complexity of the mammalian proteome: there are approximately three times more annotated protein-coding transcripts than genes in mice and humans (Zerbino et al. 2018).

The generation of alternative splice isoforms is tightly regulated during development and controlled by temporal and context-specific expression of SFs. The extent to which TEC reproduce peripheral splice isoforms is unclear, but the transcriptome of TEC has been found to be unusually complex both in terms of isoform number (Keane et al. 2015) and splice junction representation (Danan-Gotthold et al. 2016). These surveys, which compared TEC with limited numbers of peripheral tissues, reported that TEC reproduce a fifth of tissue-restricted isoforms (Keane et al. 2015) or only 20%–60% of tissue-restricted splice junctions (Danan-Gotthold et al. 2016). Even less is known about the mechanisms in TECs that control alternative splicing. Because of its direct interactions with several splicing-related factors (Abramson et al. 2010), it was thought that AIRE might be involved in this process (Keane et al. 2015), but limited evidence supporting this idea suggests only a minor role (Danan-Gotthold et al. 2016). Instead, it is appealing to postulate that mTEC may reuse peripheral SFs to create tissue-specific splice variants. In one plausible model, mTEC might constitutively express a specific subset of peripheral SFs to achieve robust coverage of a limited repertoire of peripheral splice variants. In support of this possibility, an initial analysis identified seven RNA-binding factors with constitutive expression in murine mTEC (St-Pierre et al. 2015). In a second alternative model, mTEC might use promiscuously expressed SFs to achieve a broader stochastic coverage of peripheral isoforms. A possible side effect of such a promiscuous splicing strategy would be the generation of spurious novel isoforms if nascent transcripts interact with SFs in TEC to which they are not exposed in the periphery.

Knowledge of splice isoform representation in the thymus is important for understanding central tolerance because it is known that the absence of tissue-specific splice isoforms can result in the development of pathogenic T cells able to incite autoimmunity (Anderson et al. 2000; Klein et al. 2000). We therefore set out to perform the first comprehensive and unbiased census of isoform representation and SF usage in TEC and peripheral tissues.

## Results

### TEC express fewer splice isoforms per gene than peripheral tissues

To compare the splicing landscape of TEC with peripheral (i.e., non-thymic) tissues, we performed deep, stranded RNA sequencing of immature and mature mTEC and integrated the data with that from similar sequencing of 21 separate tissues from the mouse ENCODE Project (Pervouchine et al. 2015). To ensure that our investigations were not biased by differential representation of tissue or TEC transcripts in the available reference annotation, we began our analysis by constructing a mouse TEC and Tissue (mT&T) transcriptome assembly. To do so we built a set of reference-guided individual assemblies from each TEC population and peripheral tissue using matched high-depth sequence read pools (200 million reads/pool). To avoid inclusion of assembly artifacts, only transcripts that could be reproducibly detected in biologically replicate sample pools using a refined npIDR approach (Supplemental Fig. 1) were merged into the final mT&T assembly (Fig. 1A). The mT&T assembly included 58,990 novel transcripts in 14,865 protein-coding genes. In agreement with previous reports (Keane et al. 2015; St-Pierre et al. 2015; Danan-Gotthold et al. 2016), we found that mature mTEC expressed a greater number of transcripts from protein-coding genes than any of the surveyed peripheral tissues (60.1%) (Fig. 1B). However, modeling of the relationship between the number of detected genes and transcripts revealed that mature mTEC produced significantly fewer transcripts per gene than was predicted by the relationship between gene and transcript number in the peripheral tissues (Fig. 1C). We confirmed this finding by repeating the analyses using reference Ensembl annotations, biologically replicate sample pools, and independent data sets (Supplemental Fig. 2A–G).

**Figure 1.**
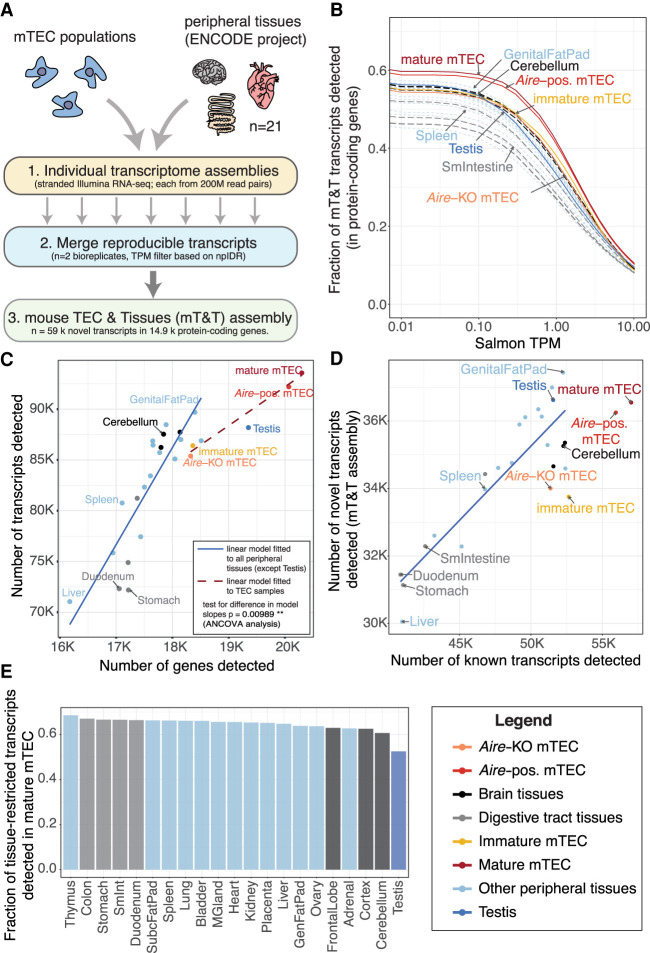
Comparative analysis of transcript expression in mTEC and peripheral tissues. (*A*) Generation of a common mouse mTEC and peripheral Tissues (mT&T) transcriptome assembly. (*B*) Fractions of transcripts from protein-coding genes detected in peripheral tissues and mTEC populations across a range of TPM thresholds. The scatter plots (*C*,*D*) show the relationships between the number of genes and transcripts (*C*) and the number of known versus novel transcripts (*D*) detected in peripheral tissues and mTEC populations. The linear models shown in *C* and *D* were fitted to all samples except TEC and testis (solid trend lines) or to the TEC samples (*C*, dashed trend line). There was a significant difference in the trend line slopes in *C* (*P* = 0.00989, ANCOVA analysis). (*E*) Fractions of sets of tissue-restricted transcripts (*tau* ≥ 0.9) from peripheral tissues detected in mature mTEC (see also Supplemental Fig. 2I). Analyses shown were restricted to protein-coding genes and performed using a single high-depth sample per tissue. Similar results were obtained using lower-depth biologically replicate sample pools (n = 2) (Supplemental Fig. 2C–E,H).

We next sought to determine the extent to which the splicing of promiscuously expressed genes in TEC mirrors the patterns found in the normal tissue context. To do so we first defined three categories of protein-coding genes: (1) n = 3889 *Aire*-regulated “tissue-restricted antigen” (TRA) genes, (2) n = 5266 non-*Aire*-regulated TRA genes, and (3) n = 12,885 non-TRA genes. *Aire-*regulated genes were defined as those found to be significantly down-regulated in *Aire*-knockout mTEC (fc > 2, BH adjusted *P* < 0.05), whereas TRA genes were identified using the *tau* tissue-specificity metric (Supplemental Methods; Supplemental Fig. 3; Supplemental Table 2; Kryuchkova-Mostacci and Robinson-Rechavi 2017). We reasoned that peripheral tissues are more likely to engage in alternative splicing of the TRA genes that contribute to their specialized functions. We therefore also defined a collection of individual-tissue TRA gene subsets, which we term “iTRA,” by assigning each TRA gene to the tissue in which it was most highly expressed. Comparison of the splicing of iTRA subsets in their cognate peripheral tissues with thymic TRA gene splicing revealed that TEC expressed a significantly smaller fraction of TRA gene isoforms than can be found in the relevant peripheral tissues (Fig. 2A; Supplemental Table 13). These observations did not appear to be a consequence of a lower sequencing coverage of promiscuously expressed genes in TEC (Supplemental Fig. 4A–C), because significantly fewer isoforms were detectable in mTEC regardless of gene expression level (Supplemental Fig. 4D–J). Examination of unique splice junction numbers confirmed that genes more extensively spliced in individual peripheral tissues than in mature mTEC were strongly and significantly overrepresented for the cognate iTRA subsets (19 of 20 tissues, Fisher's exact test) (Fig. 2B; Supplemental Fig. 5A). For example, in the cerebellum we found n = 44 cerebellum iTRA genes with higher splice junction counts and only n = 1 such gene with lower numbers of splice junctions (*P* = 1.26 × 10^−27^, odds ratio = 171.6). In this tissue we noted that *Plp1*, for which incomplete thymic splicing can contribute to experimental autoimmune encephalomyelitis (EAE), had significantly higher numbers of splice junctions in the periphery (Anderson et al. 2000; Klein et al. 2000). Additionally, we noted that several homologs of genes linked to human autoimmune disease had significantly higher numbers of splice junctions in the peripheral tissues than was found in mature mTEC. These included myelin basic protein, *Mbp* (n = 112 junctions in cerebellum, n = 17 junctions in mature mTEC, FDR = 4.066 × 10^−15^), which is a target of autoantibodies in multiple sclerosis (Berger et al. 2003), and *Cyp21a1* (n = 140 junctions in adrenal tissue, n = 5 junctions in mature mTEC, FDR = 1.76 × 10^−21^) the homolog of the human *CYP21A2* gene that encodes cytochrome P450 family 21 subfamily A member 2 (also known as P450c21B), a major target of autoantibodies in Addison's disease (Winqvist et al. 1992). Because previous genomic investigations suggested more promiscuous and extensive programs of splicing in mTEC (Keane et al. 2015; Danan-Gotthold et al. 2016), we sought to verify our observations using the data from those studies. We began by reproducing the original observations of unusually high overall transcriptome complexity in mTEC (Supplemental Fig. 5B,C). However, analysis of these independent data sets with the iTRA approach confirmed that mTEC engage in less alternative splicing of iTRA than can be found in the cognate peripheral tissues (Fig. 2C,D).

**Figure 2.**
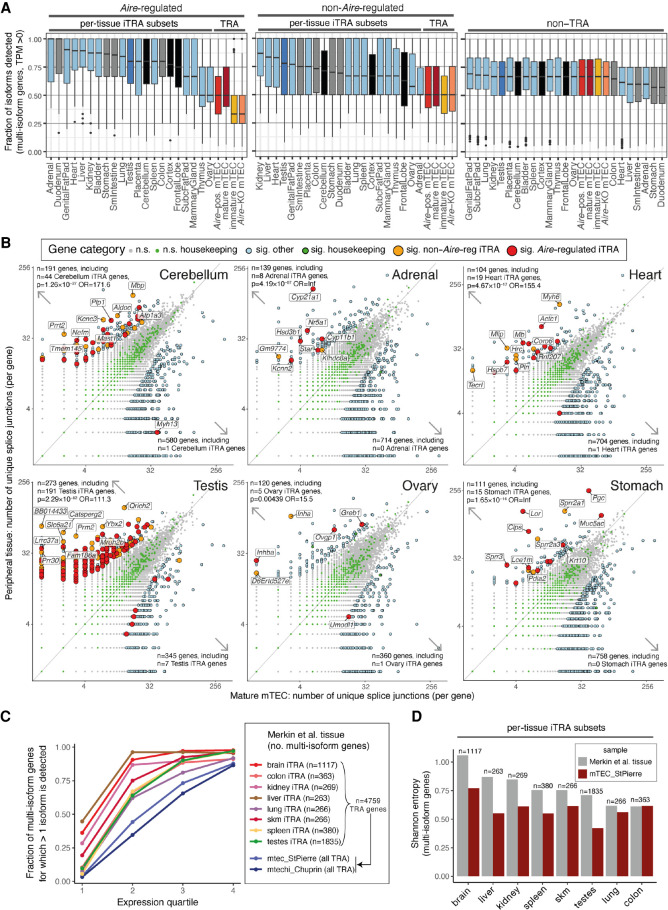
mTEC express fewer isoforms of TRA genes than peripheral tissues. (*A*) The fraction of isoforms detected (TPM > 0) per multi-isoform protein-coding gene in mTEC and ENCODE peripheral tissues. The box plots show the fractions for *Aire*-regulated TRA genes (*left*), non-*Aire* TRA genes (*middle*), and non-TRA genes (*right*, colors as in Fig. 1) (Supplemental Fig. 3D). (*B*) The numbers of splice junctions found in protein-coding genes (points) in mature mTEC (this study; *x*-axes) versus peripheral tissues (ENCODE Project; *y*-axes). Six selected peripheral tissues are shown, with the remaining 14 displayed in Supplemental Figure 5A. Significant (sig.) differences in junction number were identified using edgeR (BH adjusted *P* < 0.05, |fc| > 2). *P*-values and odds ratios (OR) from Fisher's exact tests for enrichment of iTRA genes among the genes with significantly higher junction counts in the peripheral tissues are reported (*top left*). The top 10 of each tissue's iTRA genes with significant differences in junction counts are labeled (as ranked by edgeR *P*-value). (*C*,*D*) Validation with independent peripheral tissue (Merkin et al. 2012) and TEC data sets (St-Pierre et al. 2013; Chuprin et al. 2015). (*C*) The fraction (*y*-axis) of alternatively spliced multi-isoform genes (>1 splice isoform detected) is shown for individual sets of tissue iTRA genes by expression quartile (*x*-axis). (*D*) The bar plots show the mean Shannon entropy (*y*-axis) of splice isoform expression for sets of multi-isoform tissue iTRA genes (*x*-axis). Alternate versions of *C* and *D* made using all genes are shown in Supplemental Figure 5B and 5C. For *A* and *C*, the full sets of TRA genes were quantitated in the TEC populations.

As previously reported (Keane et al. 2015; Danan-Gotthold et al. 2016), we found that the mature mTEC population coexpressed transcript isoforms that normally arise in distinct anatomical locations (Supplemental Fig. 6A–C). In addition, we found evidence that such transcripts can be produced by the same cell: single-cell RNA sequencing data revealed that the thyroid and nervous-system specific transcript isoforms of *Calca* were often produced together in individual mTEC (Supplemental Fig. 6D). We also assessed the representation of sets of tissue-restricted isoforms from peripheral tissues in mTEC. Transcripts with testis-restricted expression were most markedly underrepresented in mTEC (52.5% detected), followed by those from the brain (60.7–62.9%), adrenal (62.7%), and ovary (63.6%) (Fig. 1E, with results from biological replicate sample pools shown in Supplemental Fig. 2H).

Finally, although mature mTEC expressed a higher number of known transcripts (n = 57,019) than was observed in peripheral tissues, we found that they produced a relatively low number of novel transcripts (n = 36,547) (Fig. 1D). Together our results show that although TEC produce an atypically high absolute number of transcripts, they produce significantly fewer isoforms of TRA genes than can be found in the relevant peripheral tissues.

### Genes harboring novel transcripts in mTEC are associated with T cell selection

Alternative splicing events are often associated with the evolution and modification of protein function (Kelemen et al. 2013). Because the transcriptome of TEC is relatively understudied, we reasoned that novel splicing events specific to TEC might be associated with their specialized functions for T cell selection. Using long-read Oxford Nanopore Technologies (ONT) sequencing (Supplemental Fig. 7), we validated the existence 64.3% of the mT&T novel transcript structures that were expressed at moderate or high levels in mature mTEC (>10 counts) (Fig. 3A). Next, we identified novel transcripts that showed TEC or tissue-specific expression. For this analysis we chose a single tissue to represent each group of related tissues (Supplemental Fig. 3A). We found that mature mTEC expressed a higher number of unique novel transcripts than did brain tissue (see also Supplemental Fig. 8), but substantially fewer than were found in the testis (Fig. 3B; Supplemental Table 3). The majority (85%) of the 1572 novel transcripts uniquely expressed in mature mTEC were found for loci that do not require *Aire* for their expression (Fig. 3C).

**Figure 3.**
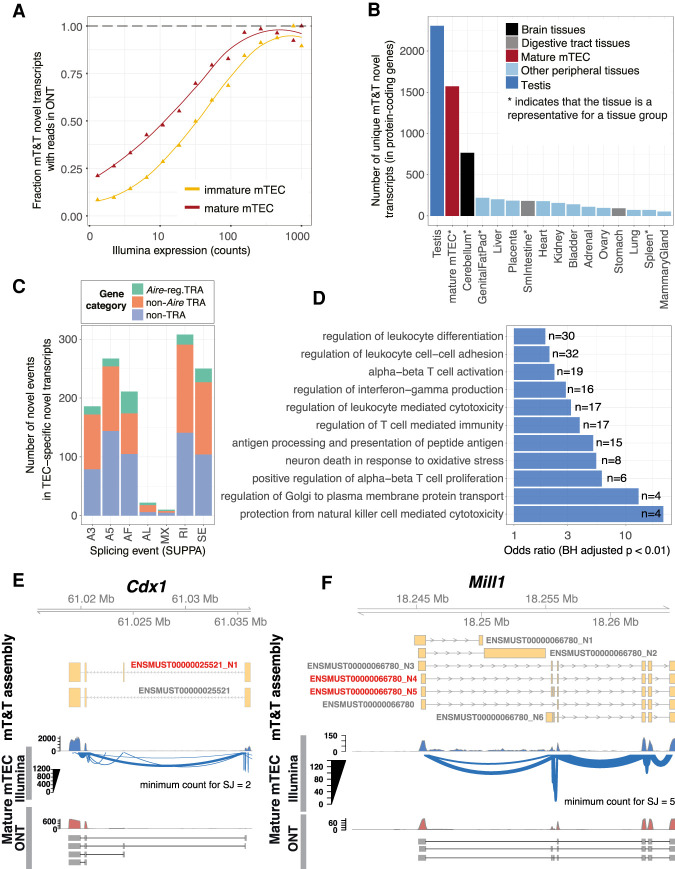
Identification and characterization of TEC-specific novel transcripts. (*A*) Validation of novel mT&T transcripts using ONT RNA sequencing. The fraction of novel transcripts supported by ONT reads are shown for mature mTEC (red) and immature mTEC (yellow). (*B*) Number of novel transcripts “uniquely” detected in mature mTEC and representative peripheral tissue samples (Supplemental Methods; Supplemental Figs. 3A, 8). (*C*) TEC-specific novel splicing events by event type and promiscuous expression status. Individual events may be counted in multiple categories. (SE) skipped exon; (RI) retained intron; (MX) mutually exclusive exon; (A3/A5) alternative 3′/5′ splice site; (AF/AL) alternative first/last exon. (*D*) Selected GO biological processes significantly overrepresented in the set of genes (n = 1167) from which the mTEC-specific novel transcripts were derived (one-sided Fisher's exact tests; BH adjusted *P* < 0.01). (*E*,*F*) *Cdx1* and *Mill1* are displayed as examples to show novel TEC-specific transcripts (red). Existence of the novel transcripts in mature mTEC was supported by both Illumina (Sashimi plots) and long-read ONT (selected reads) data. Novel transcripts are indicated by the “_N” suffix.

The 1167 protein-coding genes that harbored TEC-specific novel transcripts displayed significant enrichments for Gene Ontology (GO) biological processes such as “regulation of leukocyte differentiation,” “regulation of T cell–mediated immunity,” and “antigen processing and presentation of peptide antigen” (Benjamini–Hochberg [BH] adjusted *P* < 0.01, one-sided Fisher's exact tests) (Fig. 3D; Supplemental Table 4), suggesting that they are likely to encode for nonpromiscuously expressed factors that have a functional role in T cell selection in TEC. Novel transcript structures were detected in genes of known importance for TEC function, including *Foxn1* (Žuklys et al. 2016) and *Aire* (Supplemental Table 3; Abramson and Goldfarb 2016). Genes that produced transcripts harboring novel exons or exon skipping events in TEC included *Cdx1*, a transcription factor linked with mTEC maturation (Fig. 3E; Handel et al. 2018); *Cd80*, a receptor important for interaction with T cells via CD28 and CTLA4; the MHC class II gene *H2-Aa*; *Mill1*, an MHC class I-like molecule that is known to be expressed on a subpopulation of TEC (Fig. 3F; Kajikawa et al. 2006); as well as *Skint* gene family members, including *Skint2*, which has been reported to be a novel negative T cell regulator (Yang et al. 2007).

Together these observations suggest that the novel transcript structures detected in thymic epithelial cells may have relevance for TEC function.

### *Aire* contributes to alternative splicing and promotes expression of long transcripts

To clarify the role of Aire in alternative splicing in TEC, we also generated deep and stranded Illumina sequencing data from mature *Aire*-positive and mature *Aire*-knockout mTEC. We discovered 492 significant (5% FDR, rMATS) *Aire*-regulated alternative splicing events in transcripts from 459 protein-coding genes (Fig. 4A; Supplemental Tables 5, 14). There was, however, a much larger difference in transcript splicing between immature and mature wild-type mTEC (n = 2236 events in n = 1967 protein-coding genes, 5% FDR, rMATS analysis) (Fig. 4A; Supplemental Table 5). To confirm that these differences were not linked to the much higher expression of *Aire* in mature mTEC (Supplemental Fig. 9B), we performed an analysis of the differences in splicing events between immature wild-type and mature *Aire*-knockout mTEC. As expected, we found a similar number of differences to that identified for the wild-type comparison, demonstrating that the extensive splicing differences between immature and mature mTEC are controlled by *Aire*-independent factors (Fig. 4A). The majority of the *Aire*-controlled and TEC maturity-related alternative splicing events were found in transcripts encoding non-TRA genes (Fig. 4B). In addition, a large number of retained introns were found in the transcripts of immature mTEC (n = 760) (Fig. 4A). Coordinated changes in intron retention during cellular differentiation are not unusual, and transcripts harboring retained introns can arise from genes that have specialized cellular functions (Jacob and Smith 2017). Overall, however, we found that immature and mature TEC had fewer retained introns than did peripheral tissues (Supplemental Fig. 9A).

**Figure 4.**
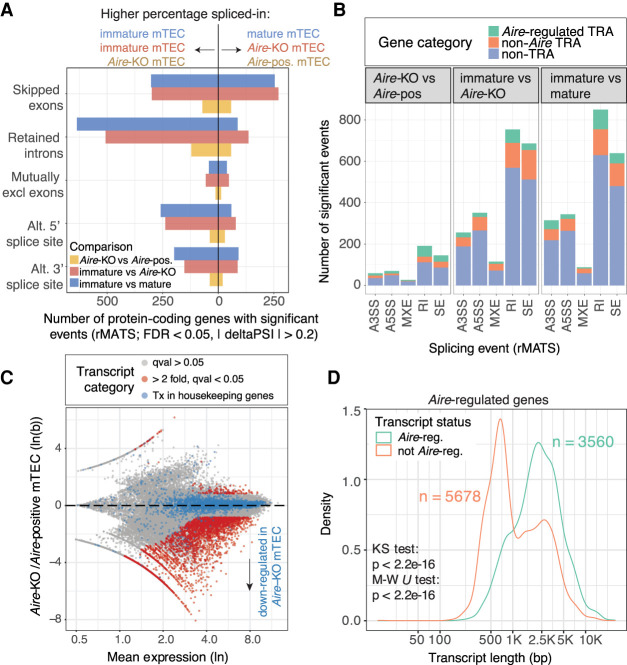
*Aire* promotes the generation of long transcripts in TEC. (*A*) The numbers of protein-coding genes (*x*-axis) in which significant differential splicing events (*y*-axis) were detected; comparisons of immature versus mature mTEC (blue), immature mTEC versus *Aire*-knockout mTEC (red) and *Aire*-knockout versus *Aire*-positive mature mTEC (yellow) (n = 2 replicates per sample). (*B*) Breakdown of identified splicing events by event type and promiscuous expression status. (SE) skipped exon; (RI) retained intron; (MXE) mutually exclusive exon; (A3SS/A5SS) alternative 3′/5′ splice site. (*C*) MA plot of differential transcript expression in *Aire*-knockout compared to *Aire*-positive mTEC. Transcripts regulated by *Aire* are shown in red (sleuth, Wald test, *Q*val < 0.05, fc ≳ 2, n = 2 replicates per sample). Transcripts from housekeeping genes are shown in blue. (*D*) The length distributions of *Aire*-regulated and non-*Aire*-regulated transcripts in *Aire*-regulated genes (analysis limited to genes that contained at least one significantly *Aire*-regulated transcript as defined in *C*).

AIRE is known to promote expression of distal exons (Meredith et al. 2015) and the release of stalled polymerases (Giraud et al. 2012). We therefore investigated whether *Aire* might favor the production of long transcripts. Differential transcript usage analysis (Fig. 4C) revealed that *Aire* positively regulated the generation of a large number of transcripts (n = 4027, BH adjusted *P* < 0.05, fold change ≳ 2) (Supplemental Table 6). We found that *Aire*-regulated transcripts arising from *Aire*-regulated genes had a significantly different length distribution (Kolmogorov–Smirnov test, *P* = 2.2 × 10^−16^) and location (Wilcoxon test, *P* = 2.2 × 10^−16^) being on average >1 kb longer than their non-*Aire*-regulated counterparts (Fig. 4D). Analysis of the structures of these transcripts showed that although most (85.3%) of the *Aire*-regulated transcripts comprised “classical” transcripts with both 5′ and 3′ UTRs, the majority (68.1%) of non-*Aire-*regulated transcripts had nonclassical or unannotated structures (Supplemental Fig. 9C–F). Overall, we found that *Aire*-regulated transcripts had significantly shorter 5′ UTRs (−15.5 bp; −7.6%), longer CDSs (+460.8 bp; +38.6%), and longer 3′ UTRs (+235.4 bp; 28.4%) (Supplemental Fig. 9G). These findings show that *Aire* plays a major role in promoting the production of long “classical” transcripts (with 5′ and 3′ UTRs) from its target loci while only having a limited impact on the generation of alternative splicing events. Hence, splicing factors other than *Aire* must be primarily responsible for the alternative splicing of transcripts in mature mTEC.

### Medullary TEC express a distinct set of SFs that includes *Rbfox1*

The ability of mTEC to express a large number of peripheral isoforms suggested that they might reuse tissue-specific SFs. After first noting that expression of core spliceosome genes was intact in mTEC (Supplemental Fig. 10A), we systematically identified a set of 146 splicing-related genes that showed tissue-restricted expression (Supplemental Methods; Supplemental Figs. 10B, 11A; Supplemental Table 7). Based on literature searches we further narrowed our focus to n = 24 tissue-restricted splicing factors (TRSFs) with known roles in controlling alternative splicing (Fig. 5A; Supplemental Table 8). Of these we noted the frequent (detected in >20% of single mTEC) and nonpromiscuous expression of *Rbfox1*, *Rbm20*, and *Msi1* in mature mTEC. These factors also showed little, if any, expression in skin epithelia (Fig. 5A), suggesting that they may be relevant to the specialized function of mTEC. RBFOX1 and RBM20 control alternative splicing in the brain and myocardium (Guo et al. 2012; Conboy 2017), whereas MSI1 is an RNA-binding protein implicated in regulating splicing in photoreceptors (Murphy et al. 2016). Meanwhile, we noted that the majority of the 24 TSRFs—including those restricted in their expression to the brain (such as *Nova1*, *Nova2, Elav2, Elav3, Elav4*, and *Rbfox3*), testis (*Brdt*), and heart (*Rbm24*)—were expressed at low frequency or showed only promiscuous expression in mature mTEC (Fig. 5A).

**Figure 5.**
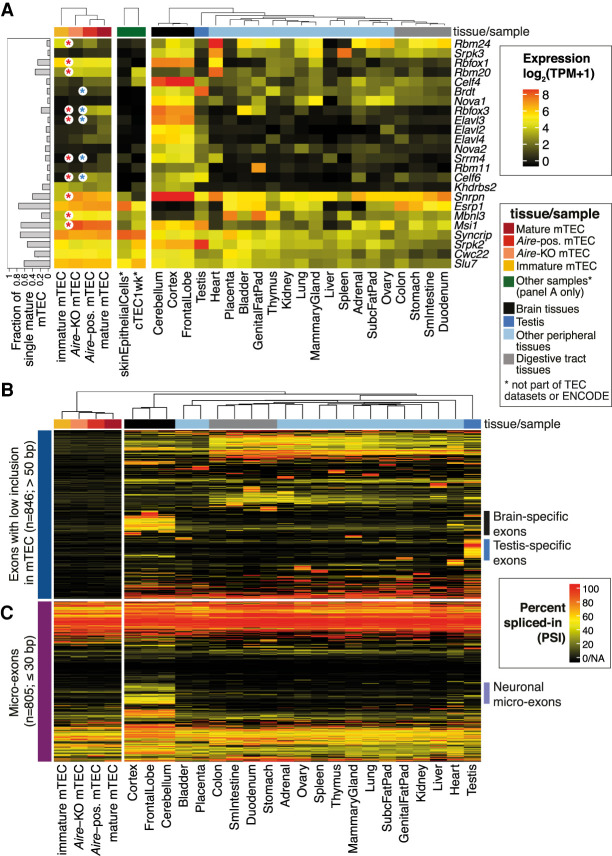
Selective expression of peripheral SFs and exons in mTEC. (*A*) Expression of a set of tissue-restricted (*tau* > 0.5) genes that encode for bona fide SFs (Supplemental Table 8) in mTEC populations, skin epithelia, cTEC, and peripheral tissues (mouse ENCODE Project). The bars (*left*) depict the fraction of a set of single mature mTEC that express each factor. Significant differences in expression between immature versus mature (*Aire*-KO) mTEC or *Aire*-KO versus *Aire*-positive mTEC are indicated by red and blue asterisks, respectively (BH adjusted *P*-value < 0.05, |fc| > 2, DESeq2 analysis of the population RNA sequencing data, n = 2 biological replicates/condition). (*B*) Patterns of protein-coding exon (>50 bp in length) inclusion for exons with a low inclusion rate in mTEC (mean PSI < 0.1; max PSI < 0.2) that were included in at least one of the peripheral tissues (PSI > 0.5). (*C*) Microexon (≤30 bp) inclusion in transcripts from protein-coding genes in the mTEC population and peripheral tissue samples (Supplemental Fig. 11B).

In line with the absence of neural and testis-specific SFs, sets of coding exons frequently included in transcripts detected in the brain and testis were found to be excluded from mTEC mRNA (PSI < 0.1) (Fig. 5B). In particular, we noted that brain-specific microexons (≤30 bp) were rarely included in mTEC transcripts (Fig. 5C), with the PSI distributions of these microexons in TEC being very similar to that found in other non-neuronal tissues (Supplemental Fig. 11B). This observation may be explained by the low expression of *Srrm4* in mTEC (Fig. 5A), because this factor is known to be responsible for promoting the inclusion of neuronal microexons (Quesnel-Vallières et al. 2015, 2016). In summary we found that mTEC constitutively express only a small number of peripheral SFs. Together with the clear absence of a set of neuronal microexons, these results suggest that mTEC may have evolved to selectively represent specific facets of the peripheral tissue isoform repertoire.

### RBFOX is present with AIRE in mTEC nuclei and influences TEC development

Among the TRSFs expressed by mTEC, *Rbfox1* was of particular interest owing to the established roles of RBFOX in controlling alternative splicing during muscle and brain development (Conboy 2017). We noted that *Rbfox1* and *Rbfox2* transcripts in mTEC predominantly included the neuronal B40 exon and excluded the muscle-specific M43 exon (Supplemental Fig. 12A,B; Nakahata and Kawamoto 2005; Damianov and Black 2010). Confocal image analysis of AIRE-expressing mTEC with a pan RBFOX anti-RRM domain antibody revealed that RBFOX factors are present in the nucleus in proximity to AIRE speckles (Fig. 6A). Although this observation does not imply colocalization, it does provide evidence that RBFOX factors are coexpressed with AIRE and hence may be important for the splicing of *Aire-*regulated transcripts.

**Figure 6.**
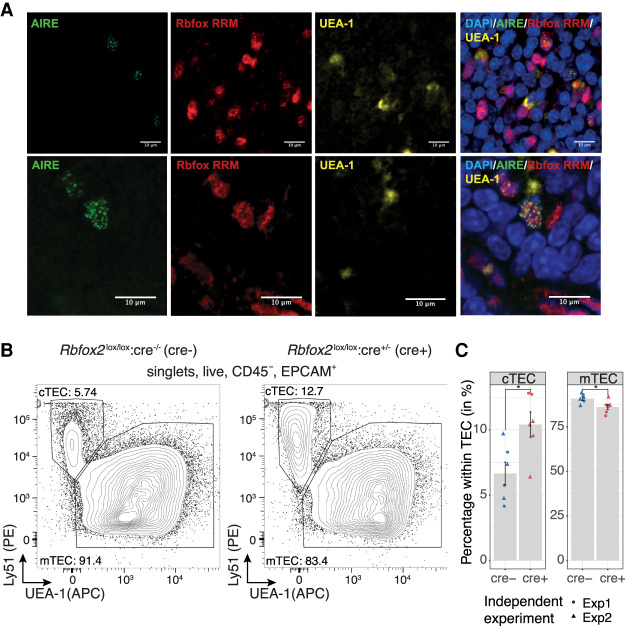
RBFOX is present with AIRE in mTEC nuclei and influences TEC development. (*A*) Confocal immunofluorescence analysis of the localization of AIRE (green) and RBFOX (red) in the thymic medulla. RBFOX was detected using an anti-RRM domain-specific antibody, mTEC were identified by reactivity with the lectin UEA-1 (yellow), and nuclei were labeled using DAPI (blue). Two representative sections are shown in the *upper* and *lower* panels. (*B*) Representative flow cytometric analysis of cTEC and mTEC frequencies among thymic epithelial cells extracted from *Rbfox2* tKO animals. (*C*) Quantification of cTEC and mTEC frequency in *Rbfox2* tKO animals. The mean ± SE from n = 2 independent experiments is shown in bar graphs; (*) *P*-value < 0.05 for two-sided Welch two sample *t*-test.

Both *Rbfox1* and *Rbfox2* showed a robust nonpromiscuous and tissue-restricted expression in mTEC (Fig. 5A; Supplemental Fig. 12C,D). To investigate their functions in mTEC, we generated conditional knockouts (Gehman et al. 2011, 2012) using the expression of Cre recombinase under the transcriptional control of the *Foxn1* locus (Žuklys et al. 2009). Total thymus cellularity of *Rbfox1* thymus knockout (tKO) (*Rbfox1*^*lox*^^/lox^:*Foxn1*^*cre*^^/+^) mice was 15% increased, whereas that of age-matched *Rbfox2* tKO (*Rbfox2^lox/lox^:Foxn1^cre/+^*) mice remained unchanged when compared to controls (Supplemental Figs. 13C, 14C). However, the phenotype of cTEC, mTEC, immature mTEC, and mature mTEC was unaffected in *Rbfox1* tKO mice (marker phenotypes in Supplemental Table 9; Supplemental Fig. 13). In contrast, *Rbfox2* tKO mice showed an overall reduction in TEC frequency (CD45^−^ EPCAM^+^, *Rbfox2* tKO 0.12% vs. WT 0.17% of all thymic cells recovered, *P* < 0.05, two-sided Welch two sample *t*-test) (Supplemental Fig. 14D,E). The *Rbfox2* tKO mice also had proportionally more cTEC (10.4% vs. 6.7% of all TEC, *P* = 0.02, Welch two sample *t*-test) and proportionally fewer mTEC (86.2% vs. 90.8% of all TEC, *P* = 0.03, Welch two sample *t*-test) present in their epithelial scaffolds (Fig. 6B,C). *Rbfox1/2* tKO (*Rbfox1^lox/lox^*: *Rbfox2^lox/lox^*:*Foxn1^cre/+^*) animals showed changes in cTEC and mTEC frequency that were quantitatively similar to that of *Rbfox2* tKO mice (Supplemental Fig. 15) suggesting that, as in other tissues (Gehman et al. 2011), *Rbfox2* can compensate for the loss of *Rbfox1* in TEC or that *Rbfox1* might not play a role in this aspect of TEC development. Thymocyte development and positive selection were quantitatively normal in the *Rbfox1/2* tKO animals (Supplemental Fig. 16). In summary these data show that *Rbfox1* contributes to the regulation of thymic cellularity, and *Rbfox2* increases the relative frequency of mTEC and decreases the relative frequency of cTEC within the TEC compartment.

### RBFOX contributes to the alternative splicing of self-antigen transcripts in mTEC

To investigate the impact of RBFOX on the mTEC transcriptome we performed RNA sequencing of immature and mature mTEC isolated from *Rbfox1* tKO, *Rbfox2* tKO, and control mice. 

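The data set held 16 RNA-seq libraries from 8 mice, each mouse giving 1 library of mature and 1 of immature mTEC. The mice were 2 Rbfox1 tKO mice with 2 control mice of the same line, and 2 Rbfox2 tKO mice with 2 control mice of the same line. By the sample labels, control mice carried the same floxed alleles without the Foxn1-Cre allele, so that presence of Cre and loss of the RBFOX gene always went together. Mature and immature mTEC were sorted as CD45-negative, EPCAM-positive, Ly51-negative and UEA-positive cells with high or low MHC class II. Stranded, paired-end libraries were made from poly(A)-selected RNA. The authors removed duplicate and unmapped reads, down-sampled each library and deposited the number of reads counted on each gene, without normalization. By the names of the deposited columns, immature libraries were down-sampled to 10000000 and mature libraries to a larger number, so depth and population went together. The total count per library ranged from 3737884 to 4636367 in mature mTEC, with a median of 4313347, and from 1506134 to 2430287 in immature mTEC, with a median of 1941276. The count table had 89407 rows, of which 53464 were Ensembl genes and 35943 were loci from a transcript assembly. The assembled loci held between 0.897% and 1.1% of the counts of a mature library and between 0.374% and 0.535% of those of an immature library. Genes were tested with edgeR's quasi-likelihood test after TMM normalization, in 1 fit of the 8 libraries of a population, with a mean for each of the 4 conditions. Genes with too few counts were left out by edgeR's filterByExpr with a minimum count of 10, which kept 18021 genes in mature and 13060 in immature mTEC. A gene was called differentially expressed at a Benjamini-Hochberg adjusted p under 0.05 with a fold change over 2, the threshold that the paper states for its other gene-level comparisons.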

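Reads of the targeted genes were counted over the whole gene, including exons outside the deleted part, and the paper's text does not name the deleted exons. Rbfox2 (ENSMUSG00000033565, chromosome 15 of GRCm38 from 77078990 to 77307004) had 35 and 70 counts in the mature libraries of the 2 Rbfox2 tKO mice, against 247 and 231 in those of their controls. In immature mTEC it had 54 and 34 counts in the Rbfox2 tKO mice against 195 and 157 in the controls. After normalization this was 13.1 ± 4.79 TMM-normalized CPM (SD, n = 2 mice) against 58.9 ± 0.544 in mature mTEC, a log2 fold change of -2.14 (standard error 0.173, adjusted p = 1.31e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In immature mTEC the log2 fold change was -1.69 (standard error 0.191, adjusted p = 0.000526 from the same test). Rbfox1 (ENSMUSG00000008658, chromosome 16 from 5885355 to 7411526) was counted in the same way in the Rbfox1 tKO mice. It had 156 and 126 counts in mature mTEC of these mice against 247 and 225 in the controls, or 32.6 ± 3.01 against 51.5 ± 3.00 CPM (SD, n = 2). The log2 fold change of -0.66 had a standard error of 0.135, and the adjusted p was 0.242 over all tested genes in edgeR's quasi-likelihood test, so Rbfox1 was not called although both tKO libraries lay below both control libraries. Without a filter on low counts the adjusted p from edgeR was 0.0288, the lowest of its 13 alternatives, which reached up to 1. In immature mTEC Rbfox1 had 327 and 299 counts in the tKO mice against 381 and 391 in the controls, a log2 fold change of -0.09 that was within the replicate error (standard error 0.111, adjusted p = 0.947 from edgeR). Neither gene was called in the line in which the other was deleted.

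**Figure D1:**
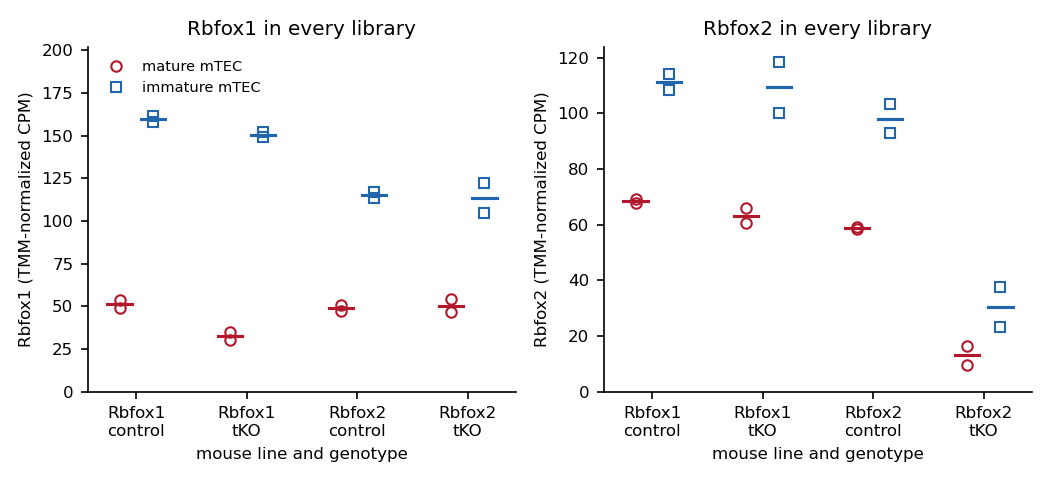
TMM-normalized CPM of Rbfox1 (left) and Rbfox2 (right) in each of the 16 libraries, by mouse line and genotype. Open circles are mature and open squares immature libraries, and bars are means of 2 mice. Rbfox2 was lowest in the Rbfox2 tKO mice, at a mean of 13.1 CPM in mature mTEC, and Rbfox1 was lowest in mature mTEC of the Rbfox1 tKO mice, at a mean of 32.6 CPM.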

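In mature mTEC 3 of 18021 tested genes were called in the Rbfox1 tKO mice, all higher than in the controls, and 5 were called in the Rbfox2 tKO mice, of which 4 were higher and 1 lower (edgeR's quasi-likelihood test). Without the fold threshold the numbers were 4, all higher, and 10, of which 5 were higher and 5 lower, and with every gene that had a count tested they were 10, with 8 higher and 2 lower, and 8, with 4 higher and 4 lower. Without Rbfox2 tKO replicate 1, 3 genes were called higher and 3 lower in the Rbfox2 line. The number moved most in the Rbfox2 line without the fold threshold. In the Rbfox1 line it moved most with every gene that had a count tested. An unadjusted p under 0.05 was reached by 604 genes, or 3.35%, in the Rbfox1 line and by 962 genes, or 5.34%, in the Rbfox2 line. Leaving out 1 of the 2 Rbfox1 control libraries called 8 genes without replicate 2 and 6 genes without replicate 3. The same test called 5275 of 15357 genes between mature and immature mTEC of the 4 control mice, 3616 higher and 1659 lower in mature mTEC. This balance depended on the filter and the fold threshold, with 5207 higher and 4243 lower without the threshold, 1043 and 1092 with at least 10 counts in every library, and 7819 and 2086 without a filter. Over the 11272 genes tested in all of these comparisons with at least 10 CPM, the median absolute log2 fold change was 0.09 in the Rbfox1 tKO mice, 0.10 in the Rbfox2 tKO mice and 0.46 between mature and immature mTEC. Simulated counts in which 200 genes had known changes were used to estimate what 2 mice against 2 could detect. The adjusted p depends on how many genes change. Far fewer genes were called in the data, so the shares given here can overstate what was detectable there. At an adjusted p under 0.05, 52% of genes changed 2-fold and 90% of those changed 4-fold were recovered in the Rbfox1 comparison of mature mTEC, over 17607 simulated genes. In the Rbfox2 comparison these shares were 61.2% and 91.8%, over 17584 genes. With the fold threshold of the calls, 16 of 50 genes changed 2-fold were recovered in the Rbfox1 and 17 of 49 in the Rbfox2 comparison, while the shares of genes changed 4-fold were the same.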

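Of the genes called in mature mTEC, Unc119 (ENSMUSG00000002058), Slc13a2os (ENSMUSG00000085747) and Slc13a2 (ENSMUSG00000001095) were higher in both tKO lines. They lie on chromosome 11 of GRCm38, Unc119 from 78343482 to 78349164, Slc13a2os from 78394485 to 78405657 and Slc13a2 from 78397087 to 78422217. Unc119 rose from 7.97 ± 1.14 to 35.6 ± 1.52 CPM (SD, n = 2 mice) in the Rbfox1 line and from 9.51 ± 1.23 to 39.3 ± 3.50 CPM in the Rbfox2 line. Its log2 fold changes were 2.16 (standard error 0.192, adjusted p = 6.99e-06) and 2.04 (standard error 0.191, adjusted p = 1.03e-05) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Slc13a2os is annotated as an antisense gene whose span from start to end shares 8571 bases with that of Slc13a2. The overlap of their exons was not computed. The sources used here do not say whether strand was used in counting. Whether reads of these 2 genes were told apart is therefore not known. The log2 fold change of Slc13a2os was 2.103 (standard error 0.107) in the Rbfox1 line and 2.45 (standard error 0.117) in the Rbfox2 line. That of Slc13a2 was 1.81 (standard error 0.249) and 1.55 (standard error 0.274), with adjusted p of 0.00316 and 0.0367 from edgeR. The call of Slc13a2 in the Rbfox2 line ended with each of the 4 libraries of that line left out in turn and with all 16 libraries in 1 fit, and that in the Rbfox1 line ended without tKO replicate 2, while the log2 fold changes stayed between 1.40 and 2.38 over all alternatives of both lines. Foxn1 (ENSMUSG00000002057) lies between Unc119 and Slc13a2os, from 78357577 to 78386558, and rose by less than the fold threshold. It had 443.9 ± 1.25 against 260.5 ± 0.284 CPM (SD, n = 2) in the Rbfox1 line, a log2 fold change of 0.77 (standard error 0.0841, adjusted p = 0.000128 from edgeR). In the Rbfox2 line it had 394.9 ± 34.1 against 263.8 ± 9.63 CPM (SD, n = 2), a log2 fold change of 0.58 (adjusted p = 0.00441 from edgeR). The adjusted p was above 0.05 without control replicate 1, control replicate 2 or tKO replicate 2, where the log2 fold changes were 0.62, 0.54 and 0.49. The remaining called genes belonged to the Rbfox2 line. They were Rbfox2 itself and Arc (ENSMUSG00000022602, chromosome 15 from 74669083 to 74672570), which had a log2 fold change of 1.104 (standard error 0.127, adjusted p = 0.000202 from edgeR). Arc had 56.5 and 62.5 CPM in the Rbfox2 tKO mice, against 27.1 and 28.4 CPM in their controls. Control mice of the Rbfox1 line had 114.3 and 121.3 CPM. Arc thus differed more between the control mice of the lines, by 2.086 on the log2 scale, than with genotype in the Rbfox2 line.

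**Figure D2:**
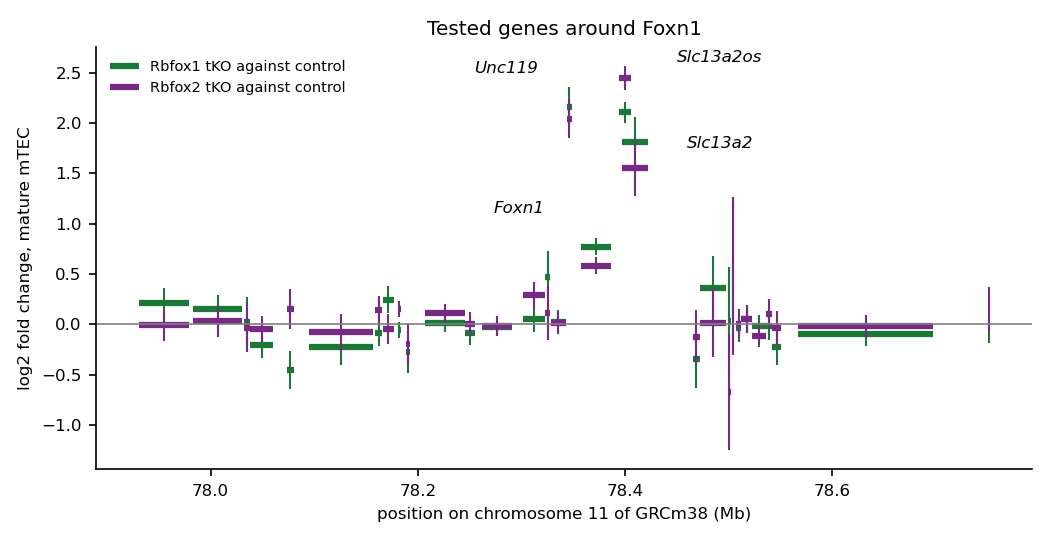
Log2 fold change between tKO and control mice in mature mTEC (vertical axis) of each tested gene around Foxn1, drawn from its start to its end on chromosome 11 of GRCm38 (horizontal axis, Mb). Thick lines are genes, vertical lines are standard errors, and colors are the 2 mouse lines. Unc119, Slc13a2os and Slc13a2 sit at log2 fold changes of 1.55 or more in both lines and Foxn1 at 0.77 and 0.58.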

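The paper's text does not list its maturation and subpopulation markers, and a list of 33 markers of mature, immature, post-Aire, tuft, cortical and all TEC was used in its place. Of these, 31 were tested in mature mTEC, and Ccl21a and Il25 had too few counts. Markers were counted at an adjusted p under 0.05 without the fold threshold. With p-values of edgeR's quasi-likelihood test adjusted over the list alone, 1 marker passed in mature mTEC of the Rbfox1 tKO mice, which was Foxn1, and 3 in that of the Rbfox2 tKO mice, which were Foxn1, Krt5 and Ly6a. With p-values adjusted over all genes tested, Foxn1 was the 1 marker that passed in each line, and with the fold threshold 0 markers did. Krt5 had a log2 fold change of -0.30 and Ly6a of -0.45 in the Rbfox2 line, and neither passed over the list in DESeq2 or without either of the Rbfox2 control libraries, where Foxn1 was the 1 marker left. Neither passed without tKO replicate 1, nor did Ly6a without tKO replicate 2. With each number-matched pair as a replicate block, 6 markers passed over the list in the Rbfox2 line, with Aire, Trp63 and Avil in addition. Apart from Foxn1, the log2 fold changes lay between -0.20 (Itgb4) and 0.53 (Psmb11) in the Rbfox1 line and between -0.56 (Ackr4) and 0.38 (Ivl) in the Rbfox2 line. Aire had a log2 fold change of 0.11 (standard error 0.112, adjusted p = 0.9996 from edgeR) in the Rbfox1 line, which changed sign without control replicate 2. In immature mTEC 4 markers passed over the list alone in the Rbfox1 line, namely Foxn1, Trpm5, Avil and Ackr4, and 1 in the Rbfox2 line, which was Foxn1. Over all genes tested these numbers were 1 and 0. Trpm5, Avil and Ackr4 had log2 fold changes of 0.76, 0.66 and 0.54. Apart from Foxn1, the changes in immature mTEC reached from -0.23 (Cd40) to 0.86 (Dll4) in the Rbfox1 line and from -0.23 (Fezf2) to 1.14 (Il25) in the Rbfox2 line. Dll4 (standard error 0.348) and Il25 (standard error 0.430) did not pass over the list, with adjusted p of 0.155 and 0.179 from edgeR. Without tKO replicate 3, Foxn1 was the 1 marker left in the Rbfox1 line. Ackr4 also did not pass without control replicate 2 or tKO replicate 2, in DESeq2, without a filter or with the block. In the Rbfox2 line 0 markers were left without tKO replicate 2, and Foxn1 also did not pass without control replicate 2, where Krt10 and Spink5 did.

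**Figure D3:**
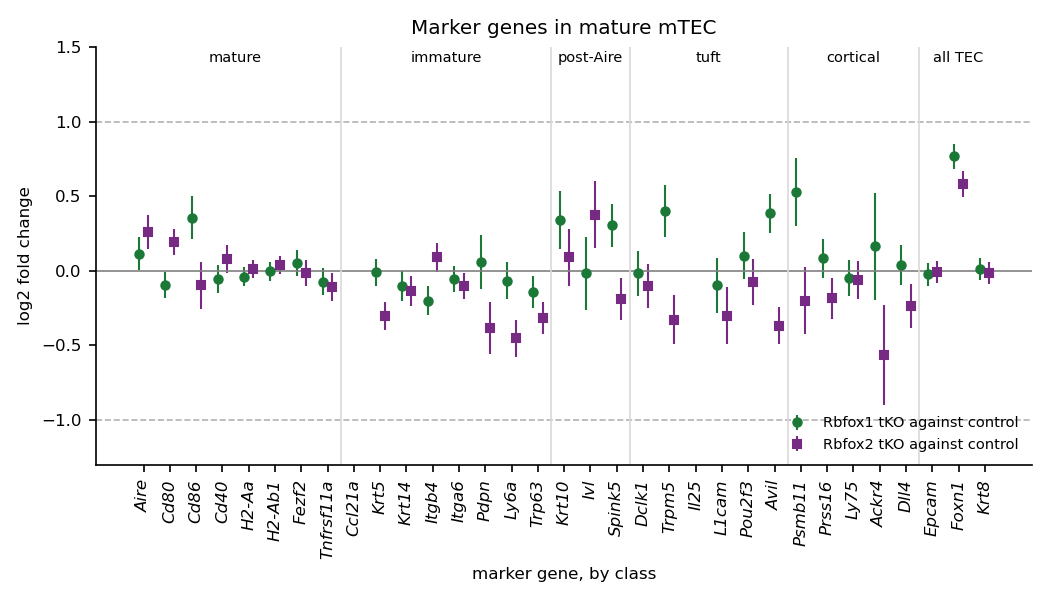
Log2 fold change between tKO and control mice in mature mTEC (vertical axis) of the tested marker genes, grouped by class (horizontal axis). Circles are the Rbfox1 and squares the Rbfox2 line, error bars are standard errors and dashed lines mark 2-fold changes. No marker passes a dashed line, and Foxn1 is the marker farthest above 0 in both lines, at 0.77 and 0.58.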

In mature mTEC, loss of *Rbfox1* or *Rbfox2* had no obvious effect on the expression of known maturation or subpopulation markers (Supplemental Fig. 17) and induced only minor changes in gene expression (Supplemental Fig. 18A) but caused hundreds of alterations in alternative splicing (*Rbfox1* tKO: n = 559 events in 535 genes; *Rbfox2* tKO: n = 668 events in 624 genes; FDR < 0.05, |delta PSI| > 0.2) (Supplemental Fig. 18; Supplemental Tables 10, 11). In mature mTEC, loss of *Rbfox1* and *Rbfox2* resulted in n = 123 significant alternative splicing events in 104 TRA genes and n = 122 events in 110 TRA genes, respectively. In immature mTEC, loss of *Rbfox1* and *Rbfox2* resulted in the alternative splicing of a smaller number of TRA genes (72 events in 51 TRA genes and 43 events in 36 TRA genes, respectively) in keeping with the lower level of promiscuous gene expression in these cells (Supplemental Fig. 19A–C). 

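Splicing events were not measured by the gene counts, but the breadth of gene expression in the same libraries was. Counts of every library were drawn at random without replacement to the smallest library total, 1506134, so that depth did not differ between populations. At this depth 26112 ± 585 genes and assembled loci had at least 1 count in mature mTEC (SD, n = 8 mice), against 20249 ± 601 in immature mTEC. The number was higher in mature mTEC in 8 of 8 mice, by 5320 to 6367 and by 5863 on average (exact two-sided sign-flip permutation test over mice, p = 0.00781, the smallest p that 8 mice allow). Leaving out the thinning raised the difference most, to 11389, and requiring at least 5 counts lowered it most, to 2433. For protein-coding genes it was 2462, from 17340 in mature and 14878 in immature mTEC. The numbers in immature mTEC ranged from 20616 to 21253 in the Rbfox1 tKO mice and from 20433 to 20594 in their controls. They ranged from 19813 to 19896 in the Rbfox2 tKO mice and from 19305 to 20085 in their controls. Genes that are detected at this depth need not be promiscuously expressed. The first 1999 of the 22040 rows of the paper's Supplemental Table 2, the part used here, class 274 genes as Aire-regulated tissue-restricted antigens (TRA), 229 as other TRA and 1496 as non-TRA. Of these, 245.8 ± 6.04 Aire-regulated TRA genes were detected in mature and 118.9 ± 15.6 in immature mTEC (SD, n = 8 mice). Other TRA genes numbered 190.5 ± 2.00 and 154.1 ± 7.83, and non-TRA genes 1442 ± 7.69 and 1420.0 ± 8.69. Because these genes are part of a table, no test was made on them. The paper takes genes that fell in Aire-knockout mTEC as Aire-regulated, so these were chosen for expression in mature mTEC. The larger number of Aire-regulated TRA genes detected there follows in part from this choice. The paper sets the smaller number of alternatively spliced TRA genes in immature mTEC beside the lower level of promiscuous gene expression in these cells.

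**Figure D4:**
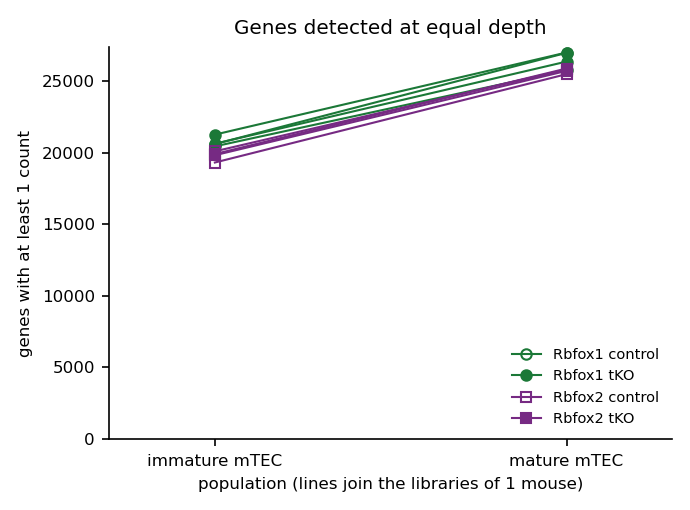
Number of genes and assembled loci with at least 1 count after thinning to 1506134 counts (vertical axis) in immature and mature mTEC (horizontal axis). Each line joins the 2 libraries of 1 mouse, with open symbols for control and filled symbols for tKO mice. All 8 lines rise, by 5320 to 6367.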

Analysis of the overlap of the sets of genes alternatively spliced in *Rbfox1* and *Rbfox2* tKO mice revealed that the splicing of 10 TRA genes was affected by both factors in mature mTEC (odds ratio [OR] = 4.64, *P* = 1.71 × 10^−4^, two-sided Fisher's exact test), whereas the splicing of six TRA genes was affected by both factors in immature mTEC (OR = 18.5, *P* = 3.23 × 10^−6^, two-sided Fisher's exact test) (Supplemental Fig. 19D). We did not find an obvious overlap between the splicing events identified in the *Rbfox1* and *Rbfox2* tKO mTEC and those found in *Aire*-knockout mTEC or that were associated with mTEC maturation (Supplemental Fig. 20).

We next sought to establish whether the genes that showed modified splicing patterns in the *Rbfox1* and *Rbfox2* tKO mature mTEC included those previously predicted to be RBFOX targets in mouse brain (Weyn-Vanhentenryck et al. 2014) and muscle tissues (Pedrotti et al. 2015; Singh et al. 2018). In mature mTEC, we identified large and significant overlaps between predicted RBFOX brain target genes and those for which loss of *Rbfox2* induced (1) exon skipping in mTEC (OR = 7.8, BH adjusted *P* = 5.4 × 10^−19^) or (2) the use of mutually exclusive exons (OR = 13.8, BH adjusted *P* = 1.4 × 10^−5^) in mTEC (Fig. 7A). Similarly large and significant overlaps were identified for the RBFOX muscle target genes (Supplemental Fig. 18D). In keeping with this observation, many of the TRA genes alternatively spliced upon loss of *Rbfox2* showed specific expression in neuronal tissues (Supplemental Fig. 18E). GO biological processes overrepresented among the genes alternatively spliced upon loss of *Rbfox2* in mature mTEC included “muscle contraction” and “neuron migration” in line with the known roles of *Rbfox* gene family members in muscle and neuronal tissues (Fig. 7B; Conboy 2017). Examples of genes harboring alternative splicing events in the *Rbfox2* tKO mature mTEC included *Fn1* and *Insr*, two known RBFOX2 target genes (Chen and Manley 2009; Weyn-Vanhentenryck et al. 2014) as well as the TRA *Myom2* (Fig. 7C).

**Figure 7.**
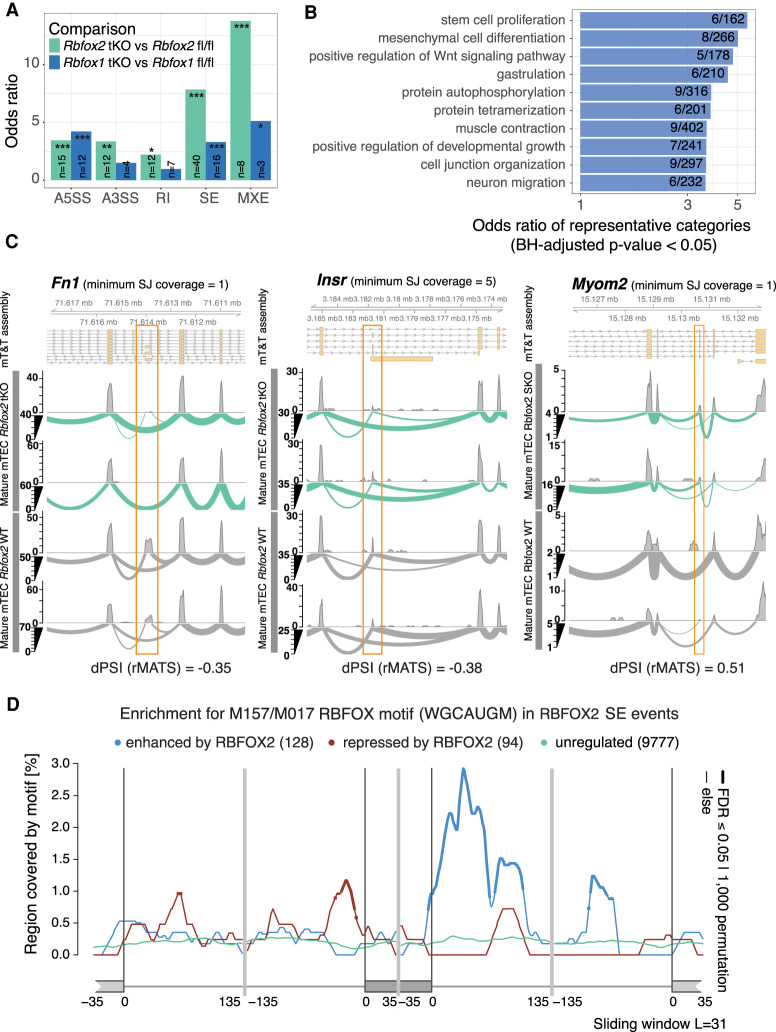
RBFOX regulates alternative splicing in TEC. (*A*) The bar plots show the enrichments (ORs) of previously predicted Rbfox target genes (Weyn-Vanhentenryck et al. 2014) in the sets of genes differentially spliced in the *Rbfox1* tKO or *Rbfox2* tKO mature mTEC (two-sided Fisher's exact tests, BH adjusted *P*-values): (*) *P* < 0.05, (**) *P* < 0.01, (***) *P* < 0.001; abbreviations as for Figure 4B. (*B*) Selected GO biological processes significantly overrepresented (one-sided Fisher's exact tests, BH adjusted *P*-values < 0.05) in genes that contained significantly RBFOX2-regulated SE events in mature mTEC. (*C*) Three examples of significantly (FDR < 0.05) RBFOX2-regulated splicing events in mature mTEC. *Fn1* and *Insr* are known RBFOX target genes (Chen and Manley 2009; Weyn-Vanhentenryck et al. 2014). *Myom2* is an example of a non-*Aire* TRA gene. (*D*) Enrichment of the RBFOX recognition motif (M159/M017) (Ray et al. 2013) in the sequences surrounding exons that were found to be significantly regulated by RBFOX2 in mature mTEC (Supplemental Fig. 18B). The lines show enrichments for sets of exons found to be enhanced (blue), repressed (red), or not significantly regulated (green) by RBFOX2. Thicker lines indicate regions of statistically significant enrichment (FDR ≤ 0.05, n = 1000 permutations).

Previous studies have identified an enriched RBFOX recognition motif in proximity to RBFOX-regulated exons (Weyn-Vanhentenryck et al. 2014). We observed a significant enrichment of the conserved RBFOX RRM WGCAUGM motif (Ray et al. 2013) upstream of exons repressed and downstream from exons enhanced by the presence of *Rbfox2* in both mature and immature mTEC (Fig. 7D; Supplemental Fig. 19E), following the patterns previously described for this factor (Weyn-Vanhentenryck et al. 2014). In summary these data provide evidence that RBFOX SFs directly regulate the splicing of both promiscuously and nonpromiscuously expressed genes in mature mTEC.

## Discussion

Our work shows that although mature mTEC produce an exceptionally high proportion (∼60%) of peripheral splice variants, they are unable to recreate the full diversity of TRA gene isoforms that are present in the periphery. The concept of selective representation of peripheral isoforms in TEC is supported by a recent qPCR-based study that estimated that a quarter of the genes studied contained epitopes not expressed in the thymus (Shilov et al. 2019). Using our refined iTRA approach, we noticed that genes that have far fewer splice junctions in murine mTEC included those encoding homologs of known autoantibody targets in human autoimmune disease (such as PLP1, MBP, and CYP21A2). Although confirmation is needed by analysis of human mTEC, these findings suggest, as is understood to be the case in a mouse model of EAE, that absence of TRA isoforms from the thymus may lead to an incomplete central screening of peripheral tissue epitopes and thus contribute to the development human autoimmune disease (Anderson et al. 2000; Klein et al. 2000). We found for TRA genes that very substantive numbers of splice junctions were absent in TEC, but although we consider it to be unlikely, we cannot formally exclude the possibility that peptides from non-thymically expressed splice isoforms may be redundant or excluded from the peripheral MHC peptidome. Overall, our rigorous transcriptome assembly–based census of transcript structures showed an even representation of tissue-restricted transcripts from the 21 surveyed peripheral tissues in mTEC. Most notably we found a lower representation of transcripts from the testis and brain together with a corresponding absence (or only very weak) expression of brain and testis-specific SFs in mTEC. It is possible that it may be functionally less important to educate T cells against splice isoform epitopes specific to these tissues, which constitute so-called immune privileged sites. Further, the unusually high complexity of splicing in the testes and brain suggests the possibility that immune surveillance may act as a constraint on the evolution of splicing complexity in non-immune privileged peripheral tissues. Our finding that neuronal microexons are not frequently spliced into transcripts in mTEC is likely explained by the absence of the microexon SF *Srrm4* in these cells (Quesnel-Vallières et al. 2015). The limited inclusion of neuronal microexons in mTEC provides a possible link between the observations that such exons are misregulated in the brains of patients with autism (Irimia et al. 2014) and growing evidence that autoimmunity may be involved in autism (Hughes et al. 2018). Aside from the testis and cerebellum, adrenal and liver tissues showed a weaker isoform representation in mature TEC. In humans, these tissues are known sites of autoimmunity: autoimmune adrenalitis is the most common cause of Addison's disease, and liver diseases such as autoimmune hepatitis, primary biliary cirrhosis, and sclerosing cholangitis are all thought to be the consequence of autoimmunity (Decock et al. 2009). Alternative splicing has been implicated in such diseases (Webster 2017), and our data suggest that lack of thymic representation of isoforms specific to these tissues might contribute to a higher susceptibility for autoimmunity.

Our investigations revealed a large number of splicing differences between immature and mature mTEC. One possible explanation for this observation is the expression of AIRE in mature mTEC, but our analysis of *Aire*-knockout mTEC confirms that this molecule plays only a small role in alternative splicing in mTEC. Rather, we found that *Aire* promotes the use of longer “classical” transcripts containing both 5′ and 3′ UTRs in agreement with and extending the existing understanding that AIRE releases stalled RNA polymerases that otherwise produce “short” transcripts (Giraud et al. 2012). A comprehensive survey of splicing factor expression revealed that mTEC complement typical epithelial splicing factors such as *Esrp1/2* with a small number of peripheral restricted splicing factors. Unlike skin epithelia, mature mTEC showed nonpromiscuous expression of *Rbm20*, *Msi1*, and *Rbfox1*. This observation, along with the apparently incomplete representation of peripheral structures and absence of excessive numbers of novel splice isoforms in mTEC, suggests that TEC undertake a selective program of alternative splicing to ensure the accurate representation of a subset of the peripheral splice isoform repertoire. We hence conclude that transcript structures in mTEC are primarily shaped by a small number of splicing and mRNA processing factors (Guyon et al. 2020) and that mTEC do not rely on “promiscuous” mechanisms to promote and increase splice isoform diversity, as previously suggested (Keane et al. 2015). Rather (and assuming that our observations hold in humans), a limited thymic representation of peripheral splice isoforms is consistent with the concept that tissue-specific isoforms are relevant sources of autoantigens in immune-mediated diseases (Evsyukova et al. 2010; Juan-Mateu et al. 2016; Newman et al. 2017). Furthermore, characterization of transcript structures in human thymic epithelial cells would be expected to aid the identification of autoantigen transcripts encoding epitopes against which central tolerance has not been achieved (Ng et al. 2004). Knowledge of such epitopes is of great value for development of antigen-specific therapies for autoimmune disease such as those based on the use of tolerizing peptides or tolerogenic dendritic cells (Pozsgay et al. 2017; Mosanya and Isaacs 2019).

Our discovery of nonpromiscuous *Rbfox1* expression in TEC was of particular interest because this factor is otherwise restricted to muscle and neural tissues in which it plays important developmental roles (Conboy 2017). We detected *Rbfox1* in medullary but not cortical TEC, suggesting that it may be important for the development or function of this subpopulation. We therefore performed functional analysis of the role of *Rbfox1* and its homolog *Rbfox2* in mTEC, excluding *Rbfox3* from our investigations because it showed only weak and promiscuous expression in these cells. Phenotypic analysis of TEC in animals with a selective loss of one or both of these factors showed that *Rbfox2* increases mTEC frequency and decreases cTEC frequency within the TEC population. Recently, it has been shown that although in the embryonic and newborn thymus, cortical and medullary TEC arise from a common bipotent progenitors, in the adult mouse, mTEC are mostly replenished by lineage-restricted cells (Ohigashi et al. 2015). Our data suggest that members of the *Rbfox* gene family might influence the cell fate choices of the bipotent progenitors or act later to promote the differentiation within the mTEC lineage, but other possibilities cannot be excluded.

In mature mTEC we found that RBFOX factors shape the splicing of both promiscuously and nonpromiscuously expressed genes. It is possible that RBFOX-mediated splicing of promiscuously expressed genes may involve a molecular interaction with AIRE because we found them to be coexpressed in mTEC nuclei, and both proteins are known to partner with DDX5 (Abramson et al. 2010; Damianov et al. 2016). The larger role identified for *Rbfox2* in splicing in mTEC was not unexpected, because in the cerebellum it is known that *Rbfox2* can largely compensate for loss of *Rbfox1* but *Rbfox1* is less well able to ameliorate an absence of *Rbfox2* (Gehman et al. 2012). In addition, the changes in alternative splicing identified following loss of *Rbfox2* may involve *Rbfox1* because *Rbfox1* was itself differentially spliced in the absence of *Rbfox2*. We found examples of both *Aire*-dependent and *Aire*-independent TRA that were alternatively spliced by *Rbfox2* in mTEC. Given the weak population-level expression of TRA in mTEC and the relatively small amount of biological material sequenced for this analysis, we expect the actual number of TRA regulated by RBFOX factors in mTEC to be substantially higher than is reported here. Ultimately, phenotypic investigation of TEC-specific *Rbfox* knockout animals will be important to determine the extent to which their contribution to the splicing of TRA in mTEC is functionally important for the establishment of central tolerance. In summary, our data show that mTEC reuse a small set of peripheral SFs that includes RBFOX to selectively reproduce a broad but ultimately limited subset of the peripheral splice isoform repertoire.

## Methods

### Mice

Wild-type C57BL/6 mice were obtained from Harlan Laboratories or Janvier and maintained as a laboratory in-house colony. *Aire^GFP/+^* mice were previously described (Sansom et al. 2014). *Rbfox1* and *Rbfox2* mutant mice (Gehman et al. 2011, 2012) were maintained on a mixed 129S2/Sv x C57BL/6J background. All animals were kept under specific pathogen-free conditions, and work performed was covered by a UK Home Office Project Licence (G.A.H.).

### Isolation, sorting, and immunostaining of thymic epithelial cells

TEC were isolated from multiple thymi and sorted by surface phenotype (Supplemental Tables 9, 12; Supplemental Methods; Supplemental Fig. 21; Dhalla et al. 2020). Sections were prepared and stained for confocal microscopy as described in the Supplemental Methods.

### RNA sequencing data

For analysis of immature, mature, and *Aire*-knockout mTEC poly(A)^+^ RNA-seq libraries were prepared from cells pooled from multiple female mice (1 μg of total RNA; 4 wk old; n = 2 biological replicates) (Supplemental Table 1) and subjected to 101 bp paired-end stranded Illumina RNA-seq. 

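The labelled sex of each mouse was checked with sex-linked genes in all 16 libraries. Each line had 1 female and 1 male mouse of each genotype. Xist, which is transcribed from the inactive X chromosome, had 39 to 89 counts in the mature and 15 to 67 in the immature libraries labelled female, and 0 to 7 counts in those labelled male. Ddx3y, a gene of the Y chromosome, had 226 to 350 counts in the mature and 100 to 183 in the immature libraries labelled male. In the libraries labelled female it had 0 counts, except in mature mTEC of Rbfox2 tKO replicate 2, which had 3. In that library the Y-linked genes Eif2s3y, Kdm5d and Uty had 4, 1 and 1 counts, and Kdm5d had 1 count in mature mTEC of Rbfox2 control replicate 2. Counts of the sex-linked genes therefore went with the labelled sex in each library. The labels give an age of 4 to 6 weeks, where the methods give 4 weeks, and 10000 sorted cells per population, where the methods give 10000 to 15000 cells per animal. The labels also name C57BL/6 as the strain, where the methods give a mixed 129S2/Sv x C57BL/6J background.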

For analysis of *Rbfox1* tKO and *Rbfox2* tKO animals, immature and mature mTEC were isolated from individual mice and sex-matched littermate controls (10,000–15,000 cells per animal, n = 2 biological replicates, 4 wk old). Stranded RNA-seq libraries were prepared (NEB) and subjected to 150 bp paired-end Illumina sequencing.

For long-read sequencing, CD80^+^86^+^ or CD80^−^86^−^ mTEC were obtained from 4- to 6-wk-old female wild-type mice and processed as above. Details of the ONT sequencing can be found in the Supplemental Methods.

### Computational methods

To construct the mT&T assembly, reads were mapped with HISAT2 (Kim et al. 2019), and reference-guided assembly was performed with StringTie (Genome assembly GRCm38.p5, Ensembl release 91 annotations) (Pertea et al. 2015). To identify reproducibly detected transcripts, we used a modified npIDR approach (Supplemental Fig. 1; Dobin et al. 2013; Pervouchine et al. 2015). ONT reads were mapped with minimap2 (Li 2018). We quantified expression level with Salmon (TPMs) or featureCounts (counts) for the Illumina data sets and with featureCounts for the ONT data sets (Liao et al. 2014; Patro et al. 2017). Splicing analyses were performed using SJCounts (Pervouchine et al. 2013), rMATS (for identification of differential events) (Shen et al. 2014), and SUPPA (for computation of PSI values and transcript annotation) (Alamancos et al. 2015). Differential expression analyses were performed using DESeq2 (genes) (Love et al. 2014), edgeR (splice junctions) (Robinson et al. 2010), or kallisto/sleuth (transcript usage) (Bray et al. 2016; Pimentel et al. 2017). For each analysis, reads were preprocessed, trimmed, de-duplicated, and down-sampled as appropriate to avoid bias. For details of other analyses, method references, and algorithm parameters and versions, please see the “Computational methods” section of the Supplemental Methods.

## Data access

All raw and processed sequencing data generated in this study have been submitted to the NCBI Gene Expression Omnibus (GEO; https://www.ncbi.nlm.nih.gov/geo/) under accession number GSE145931.

## Supplementary Material

Supplemental Material

# Supplementary material for: RBFOX splicing factors contribute to a broad but selective recapitulation of peripheral tissue splicing patterns in the thymus
**Source:** Genome Res. 2021 Nov;31(11):2022–34. doi: 10.1101/gr.275245.121
**Supplement:** Supplemental Material

RBFOX splicing factors contribute to a broad but selective recapitulation of peripheral tissue splicing patterns in the thymus — Supplemental Material 

# RBFOX splicing factors contribute to a broad but selective recapitulation of peripheral tissue splicing patterns in the thymus

## Supplemental Material

- Supplemental\_Material.pdf
- Supplemental\_Tables.xlsx

How the deposited data were processed for this re-analysis (not part of the article)

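Gene expression was analysed in mature and immature mTEC of Rbfox1 tKO, Rbfox2 tKO and control mice, with 2 mice per genotype and line and 16 libraries in all. The values were counts of reads per gene that the authors deposited in 1 table for all libraries, without normalization. Before depositing the counts, the authors removed duplicate and unmapped reads and down-sampled the libraries, to 10000000 for immature and a larger number for mature mTEC as the column names give it. The submitters' processing notes name HISAT2 2.1.0, Picard 2.10.9 and featureCounts 1.6.0, and the build mm10. Whether featureCounts used strand is not given in the sources used here. The library totals were 15.1% to 24.3% of the numbers in the column names in immature and 25.8% to 32.0% in mature mTEC. Whether those numbers count reads or read pairs is not given, so the share of reads left uncounted is not known. The table has 89407 rows, and 53360 of the 53464 Ensembl genes had a position and a symbol in the GENCODE M21 annotation of GRCm38. Names and coordinates were taken from there. The 35943 assembled loci have no position in the files and are given by their identifier.

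Everything after the counts was computed anew. Replicates are separate mice. The 2 libraries of each condition differed by more than counting noise, with a chi-square between 1.78 and 2.74 per degree of freedom, so none was a second copy of another. Counts were tested with edgeR 4.0.16 in R 4.3.3, with TMM normalization, filterByExpr at a minimum count of 10 and the quasi-likelihood test, on all 8 libraries of a population with 4 residual degrees of freedom before moderation. Genes were called at a Benjamini-Hochberg adjusted p under 0.05 and an absolute log2 fold change over 1. Differences between effects (interactions) used the adjusted p alone. Both lines were also tested together, 4 tKO against 4 control mice with line as a covariate, and mature against immature mTEC was tested in the 8 control libraries. Numbers of detected genes were compared after thinning to 1506134 counts with an exact sign-flip test over mice, in Python 3.11.15 with numpy 2.4.6. The numbers of mouse replicates in the labels gave the pairs used in blocked fits. Mature and immature libraries with the same number come from the same mouse. The methods give sex-matched littermate controls, and each line has 1 tKO and 1 control mouse of each sex with the same number, so tKO and control mice with the same number were taken as pairs. Deviations from the means correlated by 0.225 to 0.327 between the 2 libraries of a control mouse, and by 0.063 to 0.146 between the tKO and control mice of a number. Without genes of chromosomes X and Y the latter were 0.00625 to 0.0805, so that the tKO and control pairs shared little besides sex. With the block, the Rbfox1 comparison of mature mTEC called 5 genes.

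Alternatives to each choice were set before the data were examined. They were DESeq2 1.42.0, DESeq2's size factors or library totals in place of TMM, no filter or at least 10 counts in every library, no fold threshold, the replicate block, other sets of libraries in the fit, sex as a covariate, and each library left out in turn. Comparisons between the control mice of the 2 lines, and detection in Ensembl genes alone, were added after the data were seen. The genes named in the text were set by a rule before the data were examined. They are a list of 33 markers, genes that the paper names in connection with mTEC or RBFOX, sex-linked genes, markers of other cells, and the 5 genes with the largest fold change in each direction among the genes called in a comparison and changed the same way in every pair. Unc119, Slc13a2 and Slc13a2os in comparisons of both lines together, and Ptk2 throughout and Gm23935 outside immature mTEC of the Rbfox1 line, were chosen after their values were seen.

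The test was tried on simulated data before use. Counts were drawn from the means and library sizes of the real libraries with 200 genes changed by known folds. In the Rbfox2 comparison of immature mTEC, over 12743 genes, 63.3% of genes changed 2-fold and 87.8% of those changed 4-fold reached an adjusted p under 0.05, and 10 unchanged genes did. With the fold threshold, 22 of 49 genes changed 2-fold were recovered there. In the Rbfox1 comparison of mature mTEC, over 17607 genes, 14 unchanged genes reached it, and 7 of them also passed the fold threshold. A few of the genes called in a comparison can therefore be false. The adjusted p depends on how many genes change. Fewer genes were called in the tKO comparisons of the data, so neither these shares nor these numbers of false calls carry over to them. Depth was lower in immature mTEC, with a median of 1941276 counts against 4313347, and fewer genes were tested there. Alternative splicing was not analysed here, since counts per gene hold no exon or junction values. Markers of other cells were looked at in the control mice, as means over 4 mice. Of the thymocyte and blood cell genes Cd3e, Cd4, Cd8a, Ptcra, Rag1 and Ptprc, the lowest was Ptcra, with 1.19 CPM in mature and 0.133 CPM in immature mTEC, and the highest was Cd4, with 31.4 and 4.58 CPM. The fibroblast genes Col1a1 and Pdgfra had 179.7 ± 19.1 and 8.30 ± 2.67 CPM (SD, n = 4) in mature and 152.8 ± 114.5 and 31.6 ± 24.4 CPM in immature mTEC. In immature mTEC the lines differed, with 61.7 ± 37.5 and 10.6 ± 1.11 CPM (SD, n = 2) in Rbfox1-line controls and 243.9 ± 69.1 and 52.7 ± 3.25 CPM in Rbfox2-line controls. The dendritic cell genes Flt3 and Itgax had 15.98 and 2.81 CPM in mature mTEC, and 0 counts in each library and 0.249 CPM in immature mTEC. The sort removed cells with CD45, the product of Ptprc, and these values were not turned into a share of other cells.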

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

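All tests of explanations in this part were chosen after the results were seen, except the test of whether the share of RNA without poly(A) tails rose and those of other splits of the libraries.

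Some genes that the paper's text does not name as changed in tKO mice differed from controls over both lines together. The paper names 1 of them, Foxn1, for its transcripts and as the locus that drives Cre. With 4 tKO against 4 control mice and line as a covariate, Unc119, Foxn1 and Slc13a2os were higher in mature mTEC, with log2 fold changes of 2.1, 0.6767 and 2.257, and in immature mTEC, with 1.952, 0.794 and 2.15 (adjusted p between 1.39e-13 and 0.000291 from edgeR's quasi-likelihood test). Slc13a2 was higher in mature mTEC, with a log2 fold change of 1.69. In immature mTEC its log2 fold change was 2.405 (standard error 0.485, adjusted p = 0.0763 from edgeR), with counts of 0 to 6 in control libraries. Of the 7 genes with an adjusted p under 0.05 in mature mTEC, these 4 lie within 78.7 kb of chromosome 11. They are the 4 tested genes between the start of Unc119 and the end of Slc13a2. In 10000 random draws of 7 tested genes, no more than 2 lay within 100 kb, a permutation p of 0.0001, the smallest that these draws can give. The positions of these genes prompted this test, so its p describes a pattern already seen. With the overlapping Slc13a2 and Slc13a2os taken as 1 gene, 3 lay within 100 kb. These genes lay side by side rather than scattered over the genome. Since their positions prompted the test, it cannot decide against separate effects of RBFOX loss on each of them. Library scaling was not the cause, since the log2 fold change of Unc119 in mature mTEC was at least 2.033 under all 14 alternatives. Unc119 and Foxn1 share 0 bases with the other raised genes, so reads counted on overlapping genes do not account for them. The spans of Slc13a2 and Slc13a2os share 8571 bases, and the overlap of their exons was not computed. Whether both of these 2 genes rose or only 1 of them is therefore not known. A candidate explanation for the group is extra copies of the Foxn1 region carried with the Cre allele. Among the 27 other tested genes within 400 kb, 0 had an adjusted p under 0.05 in mature mTEC by edgeR and 0 an unadjusted p under 0.05, and their log2 fold changes lay between -0.30 and 0.48. In immature mTEC 26 of these genes were tested, 0 had an adjusted p under 0.05 by edgeR and 1 had an unadjusted p under 0.05. Within the region the rises were unequal. Foxn1 (standard error 0.0634) lay 9.66 standard errors below Unc119 (standard error 0.133) in mature mTEC, which argues against copies that raise each gene of the region alike. Copies that are not expressed alike remain open. Counts of RNA cannot tell extra DNA copies from a regulatory change of this region, and tKO mice all carried the Cre allele while control mice did not, so this hypothesis and an effect of RBFOX loss on the region cannot be told apart here.

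The number of genes called in both lines together was small, and other splits of the libraries gave numbers as large. In mature mTEC the real split called 3 genes. Of the 34 splits that could be fitted, 2 called as many, with the real one, so chance was not excluded for this number by the splits. The other was the split of females from males, which called 5 genes and follows the sex of the mice. Of the 8 splits that part all 4 number-matched pairs, as the real one does, the highest other called 0 genes, and the real split with the pairs as a replicate block called 3. In immature mTEC the real split called 4 genes, 5 of 34 splits called as many, and the highest other called 14, so chance was not excluded. A split with 14 calls, several times the real number, points to a structure of the immature libraries, and which one was not tested. It set Rbfox1 control replicates 2 and 3, Rbfox2 control replicate 1 and Rbfox1 tKO replicate 2 against the rest. Of the splits that part all 4 pairs, 1 other called 4 genes, and the blocked fit of the real split called 7. The split of females from males called 5 genes in immature mTEC. The split of the lines could not be fitted, because line is a term of the fit. These counts concern the number of called genes, not a given gene.

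Ptk2 (chromosome 15 from 73205102 to 73423280) was lower over both tKO lines, with a log2 fold change of -0.8476 in mature mTEC (standard error 0.104, adjusted p = 0.000202 from edgeR) and -0.7647 in immature mTEC (standard error 0.112, adjusted p = 0.00457). The other 14 tested genes within 1200 kb had a median log2 fold change of -0.00287 and ranged from -0.50 to 0.26, which argues against a change across the region. Loss of all transcript from 1 of the 2 gene copies would give -1. In the Rbfox1 line Ptk2 had log2 fold changes of -0.77 and -0.59, up to 2.99 standard errors from -1, which argues against such a loss there. In the Rbfox2 line they were -0.94 and -0.99, at most 0.413 standard errors from -1, so that the data do not exclude it in that line. With the lines together the distances were 1.46 standard errors in mature and 2.1 in immature mTEC, and the test within each line was chosen after these were seen. In mature mTEC of the Rbfox1 line the distance was 1.59. In single lines Ptk2 had an adjusted p under 0.05 in the Rbfox2 line, at 0.0187 in mature and 0.0168 in immature mTEC by edgeR, and not in the Rbfox1 line, at 0.155 and 0.305, where it passed in mature mTEC under 3 of 13 alternatives, namely without a filter, with the block and with all 16 libraries in 1 fit. In the Rbfox2 line the adjusted p was above 0.05 without control replicate 1, control replicate 2 or tKO replicate 2 in mature mTEC and, in immature mTEC, without any 1 of the 4 libraries, in DESeq2 and with only these 4 libraries in the fit. In immature mTEC of the Rbfox2 line, Ptk2 had 36.2 and 41.1 CPM in the tKO mice, against 78.5 and 75.1 CPM in the controls. In mature mTEC of that line it had 29.23 and 22.65 against 52.06 and 46.59 CPM. A difference between the lines was not called in mature mTEC and was not tested in immature mTEC. An effect of RBFOX loss on Ptk2 and one of the Cre allele both remain open and could not be separated in this design.

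Gm23935, annotated as a microRNA on chromosome 16 from 11144125 to 11144181, was higher over both tKO lines, with a log2 fold change of 0.9955 in immature mTEC (adjusted p = 3.16e-05 from edgeR) and 0.4087 in mature mTEC (adjusted p = 0.0442). The latter adjusted p was above 0.05 without any of 6 of the 8 libraries, the other 2 being replicate 3 of the Rbfox1 controls and tKO mice, with log2 fold changes down to 0.31. In immature mTEC of the Rbfox1 line alone, its log2 fold change was 1.13 (standard error 0.139, adjusted p = 0.00153 from edgeR), and the adjusted p was under 0.05 under all 13 alternatives. Its log2 fold change was 0.82, under the fold threshold, without tKO replicate 3 and between 1.003 and 1.38 under the others. In that of the Rbfox2 line it was 0.87 (standard error 0.137, adjusted p = 0.0168 from edgeR), with an adjusted p above 0.05 without any 1 of the 4 libraries. Poly(A)-selected libraries should hold few reads of such a gene, and carry-over of RNA without poly(A) tails might raise it. The share of counts on 3881 genes of snRNA, snoRNA, scaRNA, rRNA and similar classes was 0.00588% to 0.0154% per immature library. Its mean log2 difference between tKO and control mice was 0.243 (standard error 0.143, exact permutation p = 0.222, where the smallest possible is 0.0556). This was 4.34 standard errors below the change of Gm23935, which argues against carry-over that raised these classes as much as Gm23935 as the whole cause. By line, the classes differed by 0.12 and 0.365 in the Rbfox1 and Rbfox2 line. Whether carry-over gave a smaller part of the change remains open. The share does not measure RNA without poly(A) tails outside these classes, so carry-over of such RNA remains open too. The bound set beforehand for it, a rise above 0.25 with a p under 0.05, could not be reached in this design, so the test could not favour carry-over. The bound against it, a rise below 0.25 by 2 standard errors, was not met. The design gives loss of RBFOX as a biological explanation, which was not tested apart from the comparison itself.

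The effect of the deletions on Rbfox2 differed between the lines in mature mTEC, by 2.023 on the log2 scale (adjusted p = 0.000352 for the difference, from edgeR), as the deletion of Rbfox2 in 1 line only gives. It was the 1 gene called among 18021 tested, and 840 genes had an unadjusted p under 0.05. The difference was at least 1.715 under its 12 alternatives, other scalings among them.

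In 1 of 38 groups looked at, a library lay far from the others, where chance would give about 1.90. Elavl2 had 0.50639 CPM in mature mTEC of Rbfox2 control replicate 2 against 0.217 to 0.240 CPM in the other 3 control mice. This was 2 counts against 1 count in each of the others, so counting error alone covers it, and no biological explanation was tested.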

How the results depend on the processing

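Over the tKO comparisons, mature against immature mTEC and the comparisons of lines, 1079 of 1148 values of single genes under an alternative kept their direction and their side of the adjusted p of 0.05. In 48 the gene no longer passed, in 13 it passed newly, and 8 changed sign. Aire in mature mTEC of the Rbfox1 line, not called, went to -0.04388 without Rbfox1 control replicate 2 and up to 0.2884 without Rbfox1 control replicate 3. Nova2 between mature and immature mTEC, not called, went to -0.1395 without immature Rbfox1 control replicate 2 and to -0.06876 without immature Rbfox2 control replicate 2, and up to 0.5863 without immature Rbfox2 control replicate 1. Between control mice of the lines in mature mTEC, Col1a1, not called, went from -0.2574 without Rbfox1 control replicate 3 to 0.03772 without Rbfox1 control replicate 2. Pdgfra, not called, ranged from -0.4146 without Rbfox2 control replicate 2 to 0.5796 without Rbfox2 control replicate 1, changed sign also without Rbfox1 control replicate 2 (0.2664), and went to 0.03215 with library totals and to 0.0002492 with at least 10 counts in every library. The cause was not tested.

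Testing every gene with at least 1 count, which adds genes of few counts, moved the number of called genes in the Rbfox1 line from 3 to 10 in mature and from 4 to 27 in immature mTEC, and in the Rbfox2 line from 5 to 8 and from 7 to 48. All genes called before were among them. It gave 12 in mature and 35 in immature mTEC for both lines together, 9905 between mature and immature mTEC, 12 and 34 for the difference of the Rbfox1 and of the Rbfox2 effect between populations, 15 for the difference between the lines in mature mTEC, and 4, 6 and 3 markers over the list alone in mature mTEC of the Rbfox1 line, mature mTEC of the Rbfox2 line and immature mTEC of the Rbfox2 line. Dropping the fold threshold gave 10 genes in mature and 12 in immature mTEC of the Rbfox2 line, 7 and 12 for both lines together, and 9450 between the populations. Requiring 10 counts in every library gave 2135 genes between the populations, of which 1043 were higher in mature mTEC, since genes silent in immature mTEC were no longer tested. DESeq2 called 8284 genes there, 2 genes for the difference of the Rbfox2 effect between populations, where edgeR called 0 with 908 genes at an unadjusted p under 0.05, and 1 marker in mature mTEC of the Rbfox2 line. For the difference of the Rbfox1 effect both tools called 0, with 653 genes at an unadjusted p under 0.05 in edgeR. With all 16 libraries in 1 fit, the Rbfox2 comparison of immature mTEC called 11 genes. Apart from the fit without a filter, the cause of these shifts was not tested where none is given. Size factors of DESeq2 in edgeR and library totals moved none of the planned counts by over 1.5 times.

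With number-matched tKO and control mice as a replicate block, 5 genes were called in mature mTEC of the Rbfox1 line and 7 over both lines in immature mTEC, 1 and 5 for the difference of the Rbfox1 and of the Rbfox2 effect between populations, 6 for the difference between the lines, and 6 markers in mature mTEC of the Rbfox2 line. Among the single genes, Ptk2 in mature mTEC of the Rbfox1 line passed the threshold with the block (adjusted p = 0.0137 from edgeR, range 0.00294 to 1 over its alternatives), as did Esrp2 between the populations with the mouse as the block (adjusted p = 0.0480, range 0.00622 to 0.179). With p adjusted over all genes tested, the block moved no other gene named here across 0.05. It moved no other count by over 1.5 times. Over the marker list alone, Aire, Trp63 and Avil newly passed in mature mTEC of the Rbfox2 line. Ackr4 no longer passed in immature mTEC of the Rbfox1 line. Without pairing, the difference in detected genes had an exact permutation p of 0.000155, the smallest possible.

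Each library was left out in turn, so that 1 mouse of a condition remained, which was assumed to vary like the other groups. The number of called genes then ranged from 3 to 8 in mature mTEC of the Rbfox1 line (8 and 6 without control replicates 2 and 3), from 4 to 6 in that of the Rbfox2 line, from 4 to 11 in immature mTEC of the Rbfox1 line (8 without control replicate 3 and 11 without tKO replicate 2) and from 5 to 10 in that of the Rbfox2 line. For both lines together it ranged from 3 to 5 in mature mTEC (5 without Rbfox1 control replicate 2) and from 3 to 14 in immature mTEC (12 without Rbfox1 control replicate 3 and 14 without Rbfox1 tKO replicate 2). It ranged from 4881 to 6356 between the populations. For the difference between populations it ranged from 0 to 4 in the Rbfox1 line (4 without immature tKO replicate 2, and 1 without immature control replicate 2 or tKO replicate 3) and from 0 to 5 in the Rbfox2 line (5 without immature tKO replicate 1). For the difference between the lines it ranged from 1 to 12 (12 and 5 without Rbfox1 control replicates 2 and 3, and 2 without Rbfox2 control replicate 1 or Rbfox2 tKO replicate 1). Markers with an adjusted p under 0.05 over the list ranged from 1 to 3 in mature mTEC of the Rbfox1 line (3 without control replicate 2), from 1 to 2 in that of the Rbfox2 line (1 without either control), from 1 to 5 in immature mTEC of the Rbfox1 line (1 without tKO replicate 3) and from 0 to 2 in that of the Rbfox2 line (2 without control replicate 2 or tKO replicate 1, and 0 without tKO replicate 2). The difference in detected genes ranged from 5791 to 5940.57 (exact sign-flip p = 0.0156, the smallest that 7 mice allow). In the 4 control mice alone it was 5894, in 4 of 4 mice, where the smallest p is 0.125, so the design rather than the effect keeps it above 0.05. It was 11389 without thinning, 2433 with at least 5 counts and 2462 in protein-coding genes. In Ensembl genes alone, an alternative chosen after the data were seen, it was 3667.

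The comparison of control mice between the lines, and its alternatives, were chosen after the data were seen. It called 95 genes in mature and 535 in immature mTEC. DESeq2 called 41 and 258. The 41 became 46 when the columns of DESeq2's design were put in the reverse order, since its filter on mean counts then left 12170 in place of 10235 genes, while the other DESeq2 counts were the same in both orders. Without a filter 159 genes were called in mature mTEC, without the fold threshold 485 in mature and 1503 in immature mTEC, and with 10 counts in every library 354 in immature mTEC. With a library left out the range was 49 to 188 in mature mTEC (188 and 56 without Rbfox1 control replicates 2 and 3, and 59 and 49 without Rbfox2 control replicates 1 and 2) and 303 to 521 in immature mTEC (316 without Rbfox1 control replicate 3 and 303 without Rbfox2 control replicate 1).

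The immature libraries were shallower, with 1506134 to 2430287 counts, and 13060 genes were tested in them against 18021 in mature mTEC. At equal depth fewer genes were also detected in immature mTEC, with 20249 against 26112, so the smaller number of tested genes is not put down to depth alone.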

Other observations

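The test of mature cells in the immature sort, and the test of other splits for mature against immature mTEC, were set before their results were seen. The comparison of control mice between the lines was chosen after the data were seen.

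Mature and immature mTEC of the 4 control mice differed in 5275 of 15357 tested genes. Of the 35 splits of these 8 libraries into 4 and 4, 1 gave as many, which was the real one, and the highest other gave 4, so chance was excluded for this number over these splits. Only 8 splits part the libraries of all 4 mice, as the real one does, which are too few for a share under 0.05, and the highest other of them gave 0. With the mouse as a replicate block 5282 genes were called. Tagln, Gas1 and Plscr2 were lower in mature mTEC, with log2 fold changes of -5.15, -5.14 and -5.02. Itih3 and Gzmb, among the genes with the largest rise, had 79 to 132 and 77 to 96 counts in the mature control libraries and 0 in each immature control library. Among splicing factors that the paper names, Rbfox1 and Rbfox2 were lower in mature mTEC, with log2 fold changes of -1.50 and -0.76, and Rbm24 was lower with -2.65. Rbfox3 was higher, with 60 to 95 counts in mature and 0 to 4 in immature control libraries, as were Msi1 (2.51), Elavl3 (2.91) and Rbm20 (0.89). These 7 genes kept their direction and an adjusted p under 0.05 under every alternative in which they were tested. Esrp1 was higher by 0.26 (adjusted p = 0.0234 from edgeR), which was above 0.05 without Rbfox1 control replicate 2 (0.22) or Rbfox2 control replicate 1 (0.20) or 2 (0.23) of immature mTEC. Esrp2, Elavl4 and Nova2 had adjusted p above 0.05. That of Esrp2 was under 0.05 under 4 alternatives, 2 of them scalings, and Nova2 changed sign with a library left out. Nova1, Elavl2, Brdt and Srrm4 had too few counts to be tested.

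Between control mice of the Rbfox1 and Rbfox2 lines 95 genes were called in mature and 535 in immature mTEC, against 3 to 7 in the tKO comparisons. Aire had 253.7 ± 59.1 CPM (SD, n = 2 mice) in immature mTEC of Rbfox1-line controls and 37.9 ± 3.42 CPM in those of the Rbfox2 line, a log2 difference of 2.74 (adjusted p = 5.18e-06 from edgeR, with values of 2.48 to 2.96 over its alternatives). In mature mTEC it had 1426 ± 233.7 and 679.6 ± 37.6 CPM, a log2 difference of 1.07 (adjusted p = 2.12e-05 from edgeR). The tKO mice of each line were near their own controls, with 232.8 ± 31.7 and 36.4 ± 24.0 CPM in immature mTEC. A candidate explanation is that more mature cells entered the immature sort of the Rbfox1 line. Of the 100 most abundant genes of mature mTEC among those with a log2 fold change over 3 between the populations, 90 were tested in immature mTEC. They were higher in the Rbfox1-line controls by a median of 0.785 (quartiles 0.294 and 1.3), and 79 of 90 were higher. The bounds set beforehand were above 1 for this explanation and below 0.5 against it, so the test did not decide. The control mice of the lines also differed in fibroblast genes in immature mTEC, where Col1a1 and Pdgfra were lower in the Rbfox1 line, with log2 differences of -1.98 and -2.31 (adjusted p of 0.000320 and 2.28e-05 from edgeR). They were lower there under all 9 alternatives, with values of -2.79 to -1.47 and -2.42 to -2.21. In mature mTEC the log2 differences were -0.10 and -0.01 (adjusted p of 0.687 and 0.993 from edgeR), and changed sign without Rbfox1 control replicate 2 (0.04 and 0.27), that of Pdgfra also without Rbfox2 control replicate 1 (0.58), with library totals and with at least 10 counts in every library. A difference between the lines in the cells other than mTEC that entered the immature sort, where the paper takes TEC as CD45-negative and EPCAM-positive, also remains open for the 535 genes, as does a difference in the expression of these genes by mTEC. The lines may also differ in genetic background, litter and sorting day, which cannot be separated from line here, and each line was compared with its own controls throughout.

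Fn1, Insr and Myom2, for which the paper reports changed splicing in mature mTEC of Rbfox2 tKO mice, were compared at gene level there. Fn1 had 278.3 ± 27.6 CPM in Rbfox2 tKO and 276.9 ± 9.85 CPM in control mice (SD, n = 2 mice), Insr 170.2 ± 34.9 and 167.9 ± 11.2 CPM, and Myom2 7.48 ± 3.10 and 10.7 ± 0.463 CPM. The differences of Fn1 and Insr were smaller than the SD of either group of mice, and that of Myom2 was larger than either SD. None of the 3 was called, with adjusted p of 0.997, 0.996 and 0.930 from edgeR. Gene counts do not measure which exons were used.

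Between the lines, the genes with an adjusted p under 0.05 in each tKO line, each against its own controls, overlapped. In mature mTEC all 4 genes of the Rbfox1 line were among the 10 of the Rbfox2 line, where independent lists would share 0.00222 genes. They were Unc119, Foxn1, Slc13a2os and Slc13a2, which lie side by side on chromosome 11. All tKO mice of both lines carried the Foxn1-Cre allele, so the lists are not independent. The overlap therefore cannot tell an effect shared by loss of Rbfox1 and Rbfox2 from one of that allele. In immature mTEC 3 genes, Unc119, Slc13a2os and Gm23935, were shared by the 5 and the 12 genes, where 0.00459 would be. In immature mTEC of the Rbfox2 line, Cd36, Jak3 and 5330417C22Rik were also called higher and Sspn lower, with log2 fold changes of 1.59, 1.09, 1.11 and -1.23. The calls of 5330417C22Rik and Sspn each ended under 6 of 13 alternatives, among them DESeq2, and that of Jak3 ended without Rbfox2 control replicate 1. Jak3 had 139.1 and 126.6 CPM in these tKO libraries, against 57.3 and 67.4 CPM in control replicates 1 and 2. In immature mTEC of the Rbfox1 line the assembled locus MSTRG.52583 was called higher, by 1.29, which ended without control replicate 2 (1.13) or tKO replicate 3 (0.96).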
